# Bmal1 integrates mitochondrial metabolism and macrophage activation

**DOI:** 10.7554/eLife.54090

**Published:** 2020-05-12

**Authors:** Ryan K Alexander, Yae-Huei Liou, Nelson H Knudsen, Kyle A Starost, Chuanrui Xu, Alexander L Hyde, Sihao Liu, David Jacobi, Nan-Shih Liao, Chih-Hao Lee

**Keywords:** macrophage, energy metabolism, anti-tumor activity, Mouse

## Abstract

Metabolic pathways and inflammatory processes are under circadian regulation. Rhythmic immune cell recruitment is known to impact infection outcomes, but whether the circadian clock modulates immunometabolism remains unclear. We find that the molecular clock Bmal1 is induced by inflammatory stimulants, including Ifn-γ/lipopolysaccharide (M1) and tumor-conditioned medium, to maintain mitochondrial metabolism under metabolically stressed conditions in mouse macrophages. Upon M1 stimulation, myeloid-specific *Bmal1* knockout (M-BKO) renders macrophages unable to sustain mitochondrial function, enhancing succinate dehydrogenase (SDH)-mediated mitochondrial production of reactive oxygen species as well as Hif-1α-dependent metabolic reprogramming and inflammatory damage. In tumor-associated macrophages, aberrant Hif-1α activation and metabolic dysregulation by M-BKO contribute to an immunosuppressive tumor microenvironment. Consequently, M-BKO increases melanoma tumor burden, whereas administering the SDH inhibitor dimethyl malonate suppresses tumor growth. Therefore, Bmal1 functions as a metabolic checkpoint that integrates macrophage mitochondrial metabolism, redox homeostasis and effector functions. This Bmal1-Hif-1α regulatory loop may provide therapeutic opportunities for inflammatory diseases and immunotherapy.

## Introduction

Inflammation and host defense are energetically costly processes that must balance the use of host resources with an efficient containment of infection or injury. This is underpinned by the dynamic regulation of energy metabolism in immune cells in response to extrinsic signals, including cytokines, pathogen- and damage-associated molecular patterns, and tumor-derived metabolites (Andrejeva and Rathmell, 2017; Buck et al., 2017; Ganeshan and Chawla, 2014; Hotamisligil, 2017; O'Neill et al., 2016). For instance, activation of macrophages by bacterial products, such as lipopolysaccharide (LPS) from gram-negative bacteria, shifts core metabolic function towards increased reliance on aerobic glycolysis, with concomitant inhibition of mitochondrial respiration (Fukuzumi et al., 1996; Rodríguez-Prados et al., 2010; Tannahill et al., 2013). This depressed mitochondrial function appears to be by design, as this process serves multiple purposes. It leads to the so-called ‘broken TCA cycle’ that results, in part, from the shunting of citric acid to lipid synthesis (Andrejeva and Rathmell, 2017). Itaconate, also derived from citrate/aconitate, can modulate macrophage immune response through different mechanisms (Lampropoulou et al., 2016; Mills et al., 2018). By contrast, succinate accumulates through anaplerotic reactions, notably glutaminolysis (Tannahill et al., 2013). Succinate oxidation to fumarate, mediated by succinate dehydrogenase (SDH)/ETC complex II activity, is a primary source of mitochondrial reactive oxygen species (mROS) in inflammatory macrophages that are involved in bactericidal activity (Mills et al., 2016; West et al., 2011). Succinate/SDH is believed to trigger mROS production through accumulation of reduced coenzyme Q leading to reverse electron transfer to ETC complex I (Chouchani et al., 2014; Robb et al., 2018). These findings demonstrate a well-orchestrated metabolic signaling event that occurs at the expense of reduced fuel economy and compromised mitochondrial function in macrophages.

In addition to their bacteria-killing effect, mROS stabilize hypoxia-inducible factor (Hif)-1α through inhibition of prolyl-hydroxylase enzymes that target Hif-1α for ubiquitination by the von Hippel–Lindau (Vhl) E3 ubiquitin ligase and subsequent proteasomal degradation (Bell et al., 2007; Jaakkola et al., 2001). Hif-1α is a master transcriptional regulator of genes involved in glycolysis and anabolic metabolism, thereby supplementing the energetic needs of the broken TCA cycle (Cramer et al., 2003; Masson and Ratcliffe, 2014; Semenza et al., 1994). Hif-1α is also required for the expression of the urea cycle enzyme arginase-1 (*Arg1*). Arg1 and nitric oxide synthase 2 were initially designated as markers for M2 and M1 macrophages, as these two enzymes convert the amino acid arginine to citrulline and nitric oxide, respectively. However, M1 activation also upregulates *Arg1* through Hif-1α. Similarly, in the nutrient-deprived tumor microenvironment, tumor-derived lactate has been proposed to increase Hif-1α activity in tumor-associated macrophages (TAMs) and thus to upregulate *Arg1* (Colegio et al., 2014). Aberrant expression of Arg1 in TAMs results in local arginine depletion that inhibits antitumor immunity mediated by cytotoxic T cells and natural killer (NK) cells (Doedens et al., 2010; Steggerda et al., 2017). Accordingly, myeloid-specific deletion of *Hif1a* or *Arg1* suppresses tumor growth in mice (Colegio et al., 2014; Doedens et al., 2010). These observations suggest that the distinction between M1 and M2 activation may not be as clear in vivo and highlight the importance of energetic regulation in immune cell activation.

The circadian rhythm has been implicated in many biological and pathological processes, including the immune response and tumor progression (Hardin and Panda, 2013; Nguyen et al., 2013; Papagiannakopoulos et al., 2016). The molecular clock includes the master regulator Bmal1 (or Aryl hydrocarbon receptor nuclear translocator-like protein 1, Arntl) and its transcriptional partner Clock, as well as the negative regulatory loop that includes Nr1d1, Nr1d2, period (Per1/2/3) and cryptochrome (Cry1/2) proteins, and the positive regulator loop that includes Rorα/β/γ (Hardin and Panda, 2013). Several nuclear receptors, such as the peroxisome proliferator-activated receptors, Pparα, Pparδ/β and Pparγ, are downstream of Bmal1/Clock and control the expression of clock output genes (Canaple et al., 2006; Liu et al., 2013; Yang et al., 2006). The circadian clock is both robust and flexible. It has been demonstrated that time-restricted feeding in mice can synchronize the peripheral clock separately from the central clock (Damiola et al., 2000), suggesting that a primary function of circadian rhythm is to maximize metabolic efficiency. In concert, we and others have shown that hepatic Bmal1 regulates rhythmic mitochondrial capacity in anticipation of nutrient availability (Jacobi et al., 2015; Peek et al., 2013). Prior studies have implicated the circadian oscillator in regulating macrophage inflammatory function. Notably, myeloid-specific *Bmal1* deletion disrupts diurnal monocyte trafficking and increases systemic inflammation and mortality in sepsis mouse models (Nguyen et al., 2013). Whether and how the circadian clock controls the metabolism of immune cells to modulate their effector functions remains unclear.

In the present study, we describe a cell-autonomous role for Bmal1 in macrophage energetic regulation. Bmal1 is induced following macrophage inflammatory stimulation. Its loss-of-function exacerbates mitochondrial dysfunction, energetic stress and Hif-1α-dependent metabolic reprogramming. By using the B16-F10 melanoma model, we obtained results that demonstrate that the regulatory axis between Bmal1 and Hif-1α dictates macrophage energy investment that is relevant for discrete activation or polarization states, including activation of M1 and tumor-associated macrophages.

## Results

### The circadian clock is a transcriptional module induced by M1 activation

To assess transcriptional regulators that modulate the energetics and inflammatory function of macrophages, we performed RNA sequencing (RNA-seq) comparing interferon-γ (Ifn-γ) primed bone-marrow-derived macrophages (BMDM) without or with LPS stimulation (10 ng/mL for 8 hr, referred to as M1 activation). 

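The data behind this comparison are 6 RNA libraries from WT BMDM, 3 cell cultures per group. Control macrophages received Ifn-γ (10 ng/mL) only, and M1-activated macrophages also received LPS (10 ng/mL) for 8 h. Stranded libraries of mRNA were sequenced, and the authors trimmed the reads, mapped them to the mouse genome (mm10) and gave each gene a value in TPM, transcripts per 1000000 transcripts, all in CLC Genomics Workbench. Each library in their table sums to that total. TPM keeps no number of reads, so the depth of each library is not known. Instead, the number of genes with a value above 0 is given as a rough description of the libraries. It was 13344 to 13383 genes (median 13355) in the control cultures and 13360 to 13401 (median 13396) in the M1 cultures. From there, log2(TPM + 1) was tested with limma for the 10822 genes with at least 1 TPM in at least 3 of 12 libraries, which include the 6 M-BKO libraries described later, so that all groups share one estimate of each gene's spread. A gene was called changed by M1 at an adjusted p (Benjamini-Hochberg) under 0.05 and a fold over 1.5, the thresholds the paper gives for this comparison. All fold changes are on the log2(TPM + 1) scale, which understates the change of low genes, levels are mean TPM ± SD (n = 3 cultures), and p-values measure the spread between cultures. The median log2 fold change of all tested genes was -0.43 in M1 over control, against -0.0035 after scaling by the median ratio of each library to the average library. A change after median-ratio scaling is therefore given beside the main one where the choice matters.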

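The largest rises in M1-activated WT macrophages among genes with at least 5 TPM included those of cytokines and of heat-shock proteins. Il12b, a subunit of interleukin-12, went from 0.712 ± 0.350 to 2402 ± 373 TPM, a log2 fold change of 10.46 (standard error 0.14, adjusted p = 2.1e-16). Transcripts of the cytokine Il6 rose by 8.71 on the log2 scale (standard error 0.15, adjusted p = 2.0e-15, limma). The heat-shock genes Hspa1a and Hspa1b, near-identical copies whose reads can be split between them, rose by 8.66 and 8.35. The largest falls were those of the cannabinoid receptor Cnr2, at -5.04 (standard error 0.083, adjusted p = 1.4e-15), and of Tlr12, a receptor for microbial profilin, at -4.78 (adjusted p = 5.0e-14). Sectm1a, Klhl6, Rnase6 and Nfam1 had log2 fold changes of -4.65, -4.58, -4.21 and -4.21. Of the 10822 genes tested, 1400 were called higher and 4435 lower in M1 cultures, so that 24.0% of the calls were rises. After median-ratio scaling the calls were 2462 higher and 2298 lower, or 51.7% rises, and no call changed direction.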

Gene ontology analysis using the DAVID platform was performed to identify clusters of transcription factors that were up- or downregulated in inflammatory macrophages, which were used to generate a protein–protein interaction map using STRING (Table 1 and Figure 1—figure supplement 1A). Several activators of mitochondrial function or biogenesis were repressed, including *Myc* (Li et al., 2005), *Pparg*, Pparg co-activator 1 beta (*Ppargc1b*), and the mitochondrial transcription factor B1 (*Tfb1m*) and *Tfb2m*. On the other hand, the canonical inflammatory (e.g., *Nfkb1*/*2*, *Rela*/*b*, *Hif1a*, interferon regulatory factor 7 (*Irf7*) and *Irf8*) and stress response (e.g., *Atf3*, *Atf6b* and *Nfe2l2*) transcriptional modules were upregulated. 

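All 5 regulators fell in M1-activated WT macrophages. Pparg, a lipid-sensing nuclear receptor (mm10 chromosome 6, 115361221 to 115490401), fell furthest, from 20.4 ± 1.01 to 3.13 ± 0.178 TPM (n = 3 cultures each), a log2 fold change of -2.37 (standard error 0.090, adjusted p = 7.1e-12) from limma. Its coactivator Ppargc1b changed by -1.17 (standard error 0.11, adjusted p = 1.4e-07) and the growth regulator Myc by -1.32 (standard error 0.11, adjusted p = 3.3e-08). Tfb1m and Tfb2m, which act in mitochondrial ribosome assembly and in mitochondrial transcription, had log2 fold changes of -1.11 (adjusted p = 6.8e-08) and -0.98 (adjusted p = 1.0e-06). Among 13 tested regulators of mitochondrial biogenesis, 2 rose and 9 fell, the same numbers when adjusted over the list alone, and 2 and 5 after median-ratio scaling. The members that rose were Ppard, a receptor given with the clock genes, and Esrra, a partner of the PGC-1 coactivators, at 0.91 (adjusted p = 5.4e-06). Lrpprc, which stabilises mitochondrial mRNA, fell with the named genes, at -1.41 (adjusted p = 1.1e-10). The list as a whole did not move apart from other genes (camera, adjusted p = 0.34, and 0.41 with an estimated correlation). Relative to the median gene the falls of Tfb1m and Tfb2m were smaller, -0.72 and -0.56 after median-ratio scaling: Tfb2m then stayed under 1.5-fold, and both did under quantile normalization.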

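Most of the named inflammatory and stress factors were called higher in M1-activated WT macrophages. Irf7, a regulator of interferon responses, went from 548 ± 65.6 to 3027 ± 89.1 TPM (n = 3 cultures each), a log2 fold change of 2.47 (standard error 0.065, adjusted p = 1.6e-13) from limma. Of the NF-κB subunits, Nfkb2 rose by 2.16 (standard error 0.082, adjusted p = 7.5e-12), Relb by 1.30 (standard error 0.062, adjusted p = 8.3e-11) and Nfkb1 by 1.25 (standard error 0.044, adjusted p = 3.2e-12). Hif1a, on mm10 chromosome 12 from 73907867 to 73947530, rose from 119 ± 9.21 to 359 ± 19.2 TPM, or 1.59 (standard error 0.055, adjusted p = 2.6e-12), and the stress factor Atf3 rose by 1.85 (standard error 0.038, adjusted p = 1.4e-14). Irf8, which directs monocyte and dendritic cell development, rose by 0.61 (standard error 0.047, adjusted p = 2.0e-08). The other 3 named factors passed the adjusted p but not the fold of 1.5: Rela had a log2 fold change of 0.44 (standard error 0.075, adjusted p = 7.4e-05), Atf6b one of 0.43 (standard error 0.073, adjusted p = 7.7e-05) and Nfe2l2, which encodes the antioxidant regulator Nrf2, one of 0.39 (standard error 0.039, adjusted p = 3.7e-07). After median-ratio scaling the values of Rela, Atf6b and Nfe2l2 were 0.90, 0.89 and 0.85, all past both thresholds. The call of Irf8 was lost without WT control replicate 3, where its fold fell under 1.5 at an adjusted p of 2.0e-09.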

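Genes of the clock's repressive arm rose in M1-activated WT macrophages. Per1 rose from 7.71 ± 1.50 to 30.0 ± 0.847 TPM (n = 3 cultures each), a log2 fold change of 1.85 (standard error 0.10, adjusted p = 2.5e-10) from limma. Cry1, a repressor of Clock and Bmal1 (mm10 chromosome 10, 85131700 to 85185054), went from 4.79 ± 0.477 to 16.0 ± 0.423 TPM, at 1.56 (standard error 0.066, adjusted p = 2.4e-11). The nuclear receptors Nr1d1 and Nr1d2, which repress the Bmal1 gene, rose by 1.34 (standard error 0.11, adjusted p = 6.0e-08) and 0.92 (standard error 0.10, adjusted p = 9.9e-07), and Rora, which competes with them for the same sites, by 1.04 (standard error 0.14, adjusted p = 5.5e-06). Ppard, a fatty acid-sensing receptor, rose by 1.09 (standard error 0.10, adjusted p = 2.0e-07). Its partner Rxra went from 10.5 ± 0.694 to 14.6 ± 0.416 TPM, a log2 fold change of 0.44 (standard error 0.065, adjusted p = 2.1e-05) that stayed under the fold of 1.5 and passed it after median-ratio scaling, at 0.87. Arntl, the gene of Bmal1 itself, was at 7.50 ± 0.232 TPM in control and 5.36 ± 0.502 TPM in M1 cultures, a log2 fold change of -0.42 (standard error 0.082, adjusted p = 2.5e-04) that was not called and came to -0.019 after scaling.

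**Figure D1:**
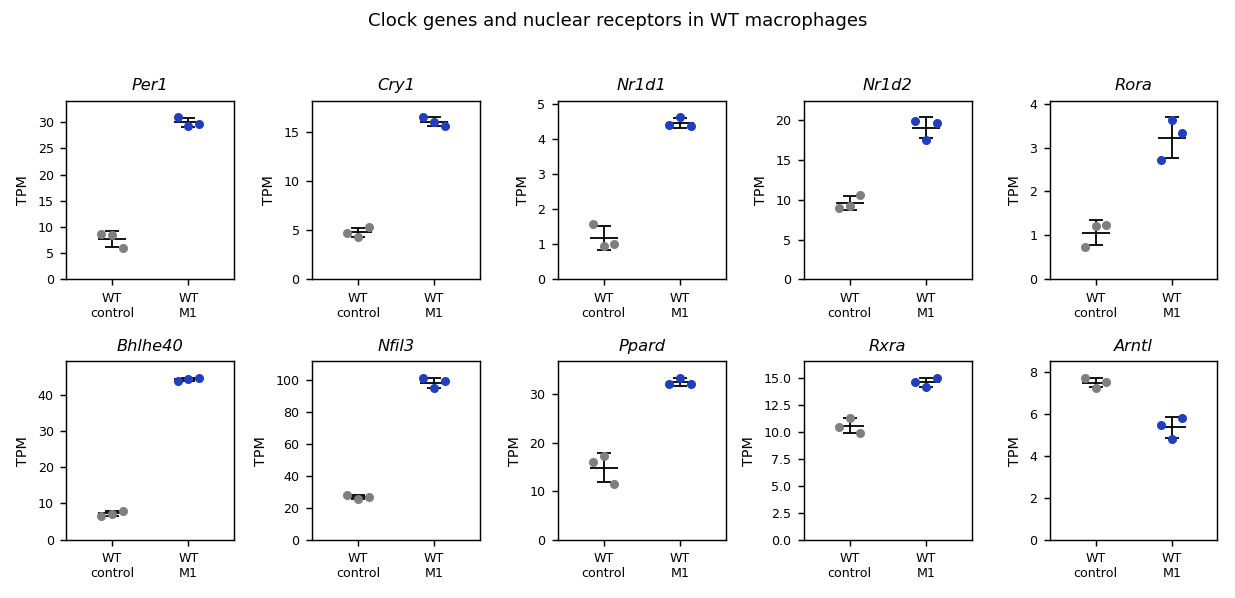
TPM (y axis, from 0) of clock genes and nuclear receptors in WT control and M1 cultures. Each point is 1 culture, and the bars show mean ± SD (n = 3). In every panel but that of Arntl the 3 M1 cultures lie above the 3 control cultures; for Cry1 they lie between 15.6 and 16.5 TPM, against 4.33 to 5.28 in the controls.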

Interestingly, clusters of circadian oscillator components (e.g., *Per1*, *Cry1*, *Nr1d1*, *Nr1d2* and *Rora*), as well as nuclear receptors downstream of the molecular clock (e.g., *Ppard* and its heterodimeric partner *Rxra*) (Liu et al., 2013), were also induced.

**Table 1.** Transcriptional regulators that are differentially regulated in M1-activated macrophages. Genes encoding transcriptional regulators that were significantly induced or repressed by 8h M1 stimulation (p<0.05, false discovery rate [FDR] <0.05, |F.C.| >1.5) in WT bone-marrow-derived macrophages (BMDM) were identified by gene ontology analysis using the DAVID platform. F.C., fold change. Differentially regulated genes that matched the Transcription GO term in the Biological Processes GO database (accession GO:0006350) were used to generate a protein–protein interaction map using String (Figure 1—figure supplement 1). Uncharacterized zinc-finger proteins (ZFPs) were omitted from analyses by String.

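Among the regulators listed as induced, Spic, a factor of iron-recycling macrophages, rose by 5.35 (standard error 0.12, adjusted p = 2.4e-14) on the log2 scale in these WT cultures (3 per group, limma). Gfi1, a repressor that acts in blood cell development, rose by 3.79 (standard error 0.073, adjusted p = 7.5e-15), and Cebpb, an activator of inflammatory genes, by 3.70 (standard error 0.11, adjusted p = 4.7e-13). These 3 genes are the largest rises of the table and were chosen after their values were seen. Of the 278 regulators listed as induced, 276 were found by symbol and 251 had enough expression to be tested. All 251 had a log2 fold change above 0, and 244 of them had an adjusted p under 0.05. Because 143 also passed the fold of 1.5 as deposited and 243 after median-ratio scaling, the number called depends on the scaling. Of the 195 regulators listed as repressed, all were found, 183 were tested and 182 were called lower, or 129 after scaling; all 183 had a log2 fold change below 0. No tested regulator was called in the direction opposite to its listing. The table was made by the paper from the same libraries, so these tallies are not independent evidence of direction.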

Induced (278 genes)							
ADAR	CRY1	GTF2A1	KDM4B	MNT	PPP1R10	Snapc1	Zkscan17
AFF1	CRY2	GTF2E2	KDM5B	MXD1	PPP1R13L	SNAPC2	ZMIZ1
AFF4	CSRNP1	GTF2F1	KDM5C	MXI1	PTOV1	SOX5	ZSCAN2
AHR	CSRNP2	HBP1	KEAP1	MYB	PTRF	SPEN	ZSCAN29
AKNA	DAXX	HDAC1	KLF11	NAB2	PURA	SPIC	ZXDB
ANP32A	DDIT3	HES1	KLF16	NACC1	RBPJ	SREBF1	
ARHGAP22	DDX54	HES7	KLF4	NCOA5	RCOR2	SRF	
ARID3A	DEDD2	HEXIM1	KLF7	NCOA7	REL	ST18	
ARID5A	DNMT3A	HIC1	KLF9	NCOR2	RELA	STAT2	
ARNT2	DPF1	HIC2	LCOR	NFAT5	RELB	STAT3	
ASF1A	DRAP1	HIF1A	LCORL	NFE2L2	REST	STAT4	
ATF3	E2F5	HIF3A	LHX2	NFIL3	RFX1	STAT5A	
ATF4	E4F1	HINFP	LIN54	NFKB1	RING1	TAF1C	
ATF6B	EAF1	HIVEP1	LITAF	NFKB2	RNF2	TAF7	
ATXN7L3	EDF1	HIVEP2	LMO4	NFKBIZ	RORA	TAL1	
BANP	EGR2	HIVEP3	MAF	NOTCH1	RREB1	TBL1X	
BATF	EID3	HLX	MAFF	NPTXR	RSLCAN18	TCEB2	
BCL3	EIF2C1	HMG20B	MAFG	NR1D1	RUNX2	TCF4	
BCL6	ELK1	HMGA1	MAFK	NR1D2	RUNX3	TGIF1	
BCORL1	ELL	HMGA1-RS1	MAML1	NR1H2	RUVBL2	THAP7	
BHLHE40	ELL2	HMGN5	MAX	NR1H3	RXRA	TLE2	
BHLHE41	ELL3	HOPX	MBD2	NR2F6	RYBP	TLE3	
BRWD1	EPAS1	HSF4	MDFIC	NR4A1	SAFB2	TRERF1	
BTG2	ERF	IFI205	MECP2	NR4A2	SAP130	TRIB3	
CAMTA2	ERN1	IFT57	MED13	NR4A3	SAP30	TRRAP	
CASZ1	ESRRA	ILF3	MED13L	PAF1	SBNO2	TSC22D4	
CBX4	ETS1	ING2	MED15	PAX4	SCAF1	TSHZ1	
CCDC85B	ETV3	IRF2BP1	MED25	PCGF3	SEC14L2	USP49	
CDKN2A	FIZ1	IRF4	MED26	PCGF5	SERTAD1	VPS72	
CEBPB	FLII	IRF7	MED28	PER1	SETD8	WHSC1L1	
CEBPD	FOXP1	IRF8	MED31	PER2	SFPI1	ZBTB17	
CITED4	FOXP4	JARID2	MEF2D	PHF1	SIN3B	ZBTB24	
CREB5	GATA2	JDP2	MIER2	PHF12	SIX1	ZBTB46	
CREBBP	GATAD2A	JMJD6	MIER3	PIAS4	SIX5	ZBTB7A	
CREBL2	GATAD2B	JUN	MITF	PML	SLC30A9	ZBTB7B	
CREBZF	GFI1	JUNB	MIXL1	POU2F2	SMAD3	ZEB1	
CREM	GLIS3	JUND	MKL1	POU3F1	SMAD4	ZFHX4	
CRTC2	GPBP1	KDM3A	MLL1	POU6F1	SMAD7	ZGPAT	
CRTC3	GRHL1	KDM4A	MNDA	PPARD	SMYD1	ZHX2	

**Repressed** (195 genes)							
ACTL6A	ELK3	IRF2	NAA15	SAP18			
AHRR	ELP2	ITGB3BP	NCOA1	SAP25			
AI987944	ELP3	KDM2B	NCOA3	SETD7			
ANG	ELP4	KLF10	NFATC1	SETDB1			
ASCC1	ENY2	KLF13	NFATC2	SNAPC5			
ASF1B	ERCC8	KLF2	NFIA	SP3			
ATAD2	ESR1	KLF8	NKRF	SSBP2			
AW146154	ETOHI1	L3MBTL2	NPAT	SSRP1			
BCL9L	ETV1	LBH	NPM3	STAT1			
CBFA2T3	EYA1	LRPPRC	NR2C1	SUV39H1			
CBX3	EYA4	LYL1	NRIP1	SUV39H2			
CBX6	EZH2	MAFB	OVOL2	SUV420H2			
CBX8	FLI1	MARS	PA2G4	TADA1			
CCNH	FNTB	MBTPS2	PHF19	TADA2A			
CDCA7	FOXM1	MCM2	PHTF2	TAF4B			
CDCA7L	GTF2H2	MCM3	PNRC2	TAF9B			
CEBPA	GTF2I	MCM4	POLR1B	TBX6			
CEBPG	GTF2IRD1	MCM5	POLR2G	TCEA3			
CEBPZ	GTF3A	MCM6	POLR2I	TCEAL8			
CHAF1A	GTF3C5	MCM7	POLR3B	TCF7L2			
CHAF1B	HABP4	MCM8	POLR3H	TFB1M			
CHD9	HDAC10	MCTS1	POLR3K	TFB2M			
CHURC1	HDAC11	MED14	PPARG	TFDP2			
CIITA	HDAC2	MED18	PPARGC1B	THOC1			
CIR1	HDAC6	MED22	PRIM1	TLE1			
CREB3	HDAC7	MED27	PRIM2	TRAPPC2			
CREB3L1	HDAC8	MEF2A	PRMT7	TRIM24			
CREB3L2	HDAC9	MEF2C	PROX2	TWISTNB			
CTNND1	HELLS	MEIS1	PSPC1	TXNIP			
CUX1	HHEX	MLF1IP	RAD54B	UHRF1			
DDI2	HIP1	MLL3	RB1	USF1			
DNMT1	HIRA	MLLT3	RBAK	VGLL4			
DR1	HMBOX1	MNAT1	RCBTB1	VPS36			
E2F1	HMGA2	MPV17	RCOR3	WTIP			
E2F2	HOXA1	MXD3	RERE	ZBTB3			
E2F6	HTATSF1	MXD4	RFC1	ZBTB8A			
E2F7	IKBKAP	MYBL2	RPAP1	ZHX1			
E2F8	IKZF2	MYC	RSC1A1	ZIK1			
EGR3	IL16	MYCBP2	RSL1	ZKSCAN4			

We examined the expression of Bmal1, the non-redundant master regulator of circadian rhythm, and found that M1 activation (Figure 1A) or LPS treatment without Ifn-γ priming (Figure 1B) induced its mRNA and protein levels, which peaked at 12 hr after the stimulation. Because LPS was directly added to the cell culture without changing the medium, the induction of Bmal1 was not due to serum shock (Tamaru et al., 2003). In fact, a one-hour LPS treatment in culture medium with 2% serum was sufficient to reset Bmal1 expression (Figure 1C) in a manner resembling serum shock (which requires a much higher serum concentration). Similar results were observed in mouse embryonic fibroblasts (MEFs), suggesting that the inflammatory regulation of Bmal1 was not macrophage-specific (Figure 1—figure supplement 1B).

**Figure 1.**
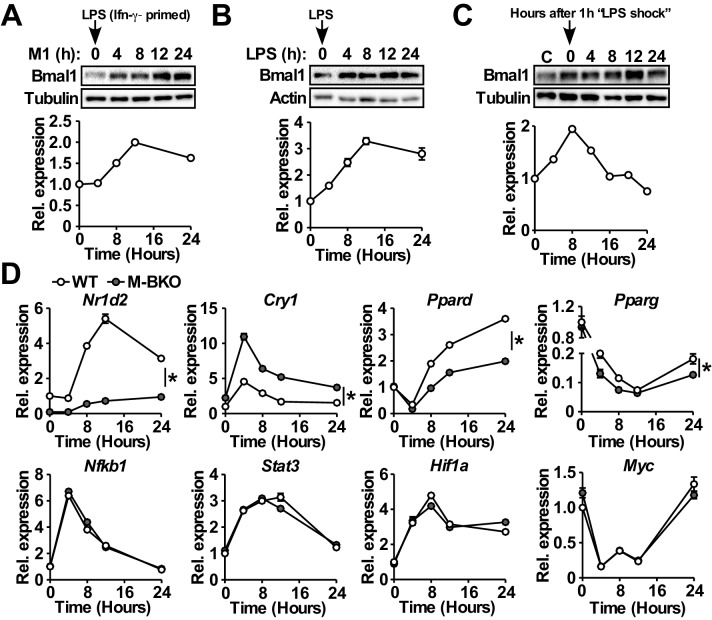
Macrophage Bmal1 is induced by M1 activation. (**A–C**) Bmal1 protein levels (top) and relative gene expression determined by qPCR (bottom) in bone-marrow-derived macrophages (BMDM) during a 24-hr time course of M1 activation (10 ng/ml Ifn-γ overnight priming + 10 ng/ml LPS) (**A**), treatment with LPS alone (100 ng/ml) (**B**), or acute LPS treatment for 1 hr (100 ng/mL) (**C**). For M1- and LPS-only treatments, LPS was spiked in at time zero without medium change. For acute LPS treatment, cells were grown with LPS for one hour followed by culture in DMEM, 2% FBS without LPS (time zero indicates medium change). N = 3 biological replicates were used for qPCR. (**D**) Relative expression of circadian clock and inflammatory transcriptional regulators in M1-activated macrophages, as determined by qPCR. N = 3 biological replicates, statistical analysis performed using two-way ANOVA for WT vs M-BKO across the time course. Data are presented as mean ± S.E.M. *, p<0.05. Experiments were repeated at least twice.

**Figure 1—figure supplement 1.**
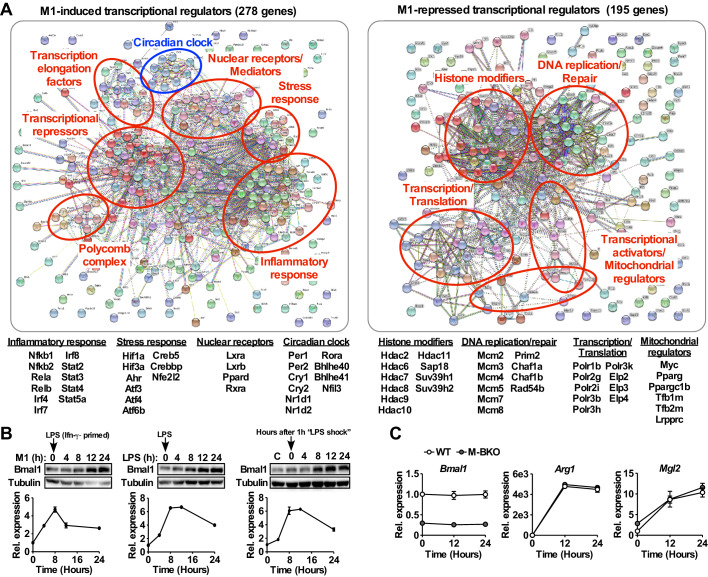
The circadian clock is a transcriptional module that is induced by M1 activation. (**A**) Annotated protein–protein interaction maps generated by STRING of transcriptional regulators that were significantly induced (left) or repressed (right) in WT macrophages by 8 hours M1 activation (Ifn-γ priming followed by stimulation with 10 ng/mL LPS) compared to time-matched controls (Ifn-γ priming without LPS), determined by RNA-seq (p<0.05, FDR <0.05, |F.C.|>1.5). N = 3 biological replicates. F.C., fold change. See Table 1 for the complete gene list. (**B**) Bmal1 protein levels (top panels) and relative gene expression determined by qPCR (bottom panels) in mouse embryonic fibroblasts during a 24-hr time course of M1 activation (10 ng/ml Ifn-γ overnight priming + 10 ng/ml LPS, left panels), treatment with LPS only (100 ng/ml, middle panels), or 1 hr acute LPS treatment (100 ng/mL, right panels). For M1- and LPS-only treatments, LPS was spiked in at time zero without medium change. For acute LPS treatment, cells were grown with LPS for one hour followed by culture in DMEM, 2% FBS without LPS (time zero indicates medium change). N = 3 biological replicates for qPCR. (**C**) Gene expression during a 24-hr time course of Il-4 treatment in WT and M-BKO macrophages determined by qPCR. N = 3 biological replicates. Data are presented as mean ± S.E.M. *, p<0.05. Cell culture experiments were repeated at least twice.

Myeloid-specific *Bmal1* knockout (M-BKO, *Bmal1^f/f^* crossed to *Lyz2-Cre*) mice were generated to determine the role of the circadian clock in macrophage function. *Bmal1^f/f^* was used as the wild-type control (WT). M-BKO did not affect M1 induction of canonical inflammatory regulators, such as *Nfkb1*, *Stat3*, *Hif1a* and *Myc* (Figure 1D). The expression of genes downstream of Bmal1, including *Nr1d2*, *Cry1* and *Ppard*, was dysregulated, and there was a further reduction of *Pparg* expression by M1 activation in M-BKO macrophages compared to WT cells (Figure 1D). By contrast, M2 activation by Il-4 did not regulate *Bmal1* mRNA levels, and Il-4-induced expression of *Arg1* and *Mgl2* was not altered by M-BKO (Figure 1—figure supplement 1C). These results suggest that the circadian clock may function as a downstream effector of M1 stimulation in a cell-autonomous manner.

### Bmal1 promotes mitochondrial metabolism in inflammatory macrophages

Because Pparδ/Pparγ are known regulators of mitochondrial function and energy substrate utilization in macrophages (Dai et al., 2017; Kang et al., 2008; Lee et al., 2006; Odegaard et al., 2007), we sought to determine the role of Bmal1 in macrophage bioenergetic control. In WT macrophages, M1 activation caused a progressive decrease in mitochondrial content, which was more pronounced in M-BKO macrophages (Figure 2A). The reduced mitochondrial content was accompanied by elevated protein levels of the mitophagy receptor Bnip3 (Figure 2—figure supplement 1A). The Seahorse Mito Stress test also showed a steeper decline in oxygen consumption rate (OCR) following M1 treatment in M-BKO macrophages, compared to WT cells (Figure 2B and Figure 2—figure supplement 1B). Measurement of ETC complex activity in isolated mitochondria indicated that M-BKO caused a significant reduction in the activities of complexes II and III, given an equal amount of mitochondrial protein, 6 hr after M1 stimulation (Figure 2C). This suggests that macrophage *Bmal1* gene deletion also worsened M1-mediated suppression of mitochondrial function. To determine whether M-BKO affected the basal respiration and/or the recovery of mitochondrial homeostasis following inflammatory insults, we performed Mito Stress tests 24 hr after acute serum shock or LPS treatment, both of which synchronized *Bmal1* gene expression (Tamaru et al., 2003 and Figure 1C). There was no genotypic difference in the OCR at the resting state, and serum shock did not affect respiration in WT and M-BKO macrophages (Figure 2—figure supplement 1C). By contrast, the basal OCR of M-BKO macrophages remained suppressed 24 hr following acute LPS treatment, whereas the basal OCR was completely recovered in WT macrophages (Figure 2—figure supplement 1D). Thus, *Bmal1* gene deletion impacts macrophage mitochondrial respiration both during inflammatory stimulations and during the subsequent recovery phase.

**Figure 2.**
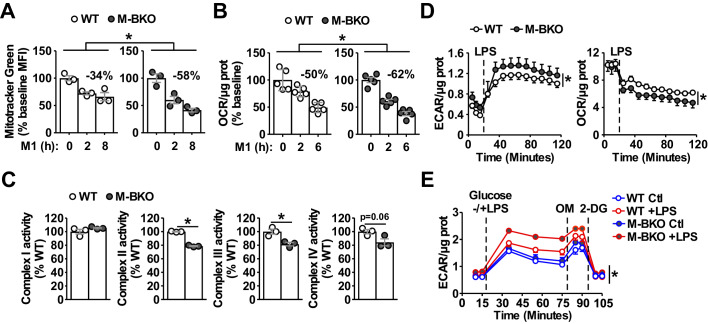
Bmal1 is required to maintain mitochondrial metabolism. (**A**) Assessment of mitochondrial mass in macrophages throughout a time course of M1 activation using Mitotracker Green (mean fluorescence intensity, MFI) determined by flow cytometry. N = 3 biological replicates, statistical analysis was performed using two-way ANOVA for WT vs M-BKO across the time course. (**B**) Basal oxygen consumption rate (OCR) in Ifn-γ-primed macrophages pretreated without or with LPS (10 ng/mL) for 2 or 6 hr before the assay. See Figure 2—figure supplement 1B for the full assay results. The assay medium contained minimal DMEM with 5 mM glucose and 1 mM sodium pyruvate, pH 7.4. N = 5 biological replicates, statistical analysis was performed using two-way ANOVA for WT vs M-BKO across the time course. (**C**) Activities of ETC complexes in isolated mitochondria from WT and M-BKO macrophages after 6 hours M1 stimulation. N = 3 biological replicates, statistical analysis was performed using Student’s T test. (**D**) Extracellular flux analysis in Ifn-γ-primed macrophages measuring the changes in extracellular acidification rate (ECAR, left panel) and oxygen consumption rate (OCR, right panel) following LPS injection (100 ng/mL). The assay medium contained 5 mM glucose and 1 mM pyruvate in minimal DMEM with 2% dialyzed FBS, pH 7.4. N = 5 biological replicates, statistical analysis was performed using two-way ANOVA for WT vs M-BKO across the time course. (**E**) Glycolytic stress test in Ifn-γ-primed macrophages measuring ECAR following glucose (25 mM) injection, with or without LPS (100 ng/mL). Maximal glycolytic rate was determined by injection of oligomycin (OM, 2 μM), and glycolysis-dependent ECAR was determined by injection of 2-deoxyglucose (2-DG, 50 mM). The assay medium contained minimal DMEM with 2% dialyzed FBS, pH 7.4. N = 5 biological replicates, statistical analysis was performed using two-way ANOVA for WT vs M-BKO across the time course. Data are presented as mean ± S.E.M. *, p<0.05. Experiments were repeated at least twice.

**Figure 2—figure supplement 1.**
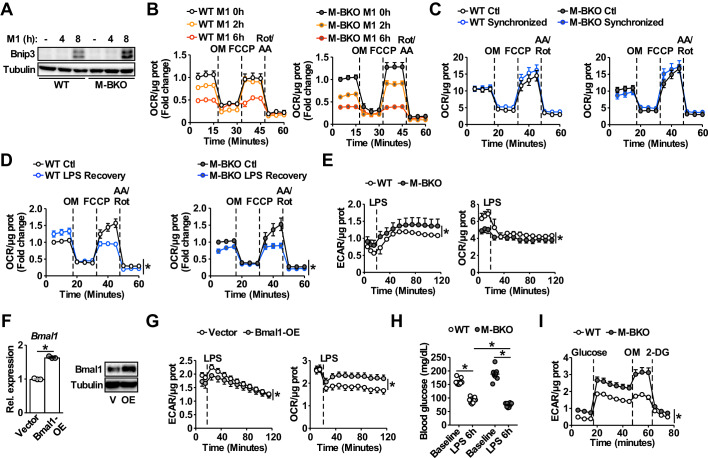
Effects of *Bmal1* gene deletion and overexpression on glycolytic versus oxidative metabolism. (**A**) Immunoblot of the mitophagy regulator Bnip3 in M1-activated WT and M-BKO BMDMs. (**B**) Mitostress test measuring oxygen consumption rate (OCR) in Ifn-γ-primed macrophages pretreated without or with LPS (10 ng/mL) for 2 or 6 hr before the assay. Following three measurements of basal respiration, sequential injections of oligomycin (OM, 2 μM), carbonyl cyanide-4-phenylhydrazone (FCCP, 0.5, μM) and rotenone and antimycin A (rot/AA, 1 μM) were carried out to determine uncoupled respiration, spare respiratory capacity, and non-mitochondrial respiration, respectively. The assay medium contained minimal DMEM with 5 mM glucose and 1 mM sodium pyruvate, pH 7.4. N = 5 biological replicates. (**C**) Mitostress test measuring OCR in macrophages without (control, Ctl) or with serum shock resulting from treatment with 50% FBS for 2 hr to synchronize the circadian clock (Synchronized). Cells were recovered in fresh growth medium containing 10% FBS and the assay was performed 16 hr after the serum shock treatment. N = 5 biological replicates. (**D**) Mitostress test measuring OCR in macrophages without or with acute LPS treatment. Cells were cultured in growth medium with 2% FBS without (Ctl) or with 100 ng/mL LPS for 2 hr (LPS recovery), followed by recovery in fresh growth medium with 2% FBS for 24 hr prior to the assay. N = 5 biological replicates, statistical analysis was performed using two-way ANOVA for Ctl vs LPS recovery across the time course. (**E**) Extracellular flux analysis of thioglycollate-elicited peritoneal macrophages measuring the changes in ECAR (left panel) and OCR (right panel) following LPS injection (final concentration 1 μg/mL). The assay medium contained 5 mM glucose and 1 mM pyruvate in minimal DMEM with 2% dialyzed FBS, pH 7.4. N = 5 biological replicates, statistical analysis was performed using two-way ANOVA for WT vs M-BKO across the time course. (**F**) *Bmal1* mRNA expression determined by qPCR (left) and protein levels (right) in RAW264.7 macrophage stable lines. Bmal1-OE, Bmal1 overexpressing stable line. Cells that were transduced with empty vector were used as the control. N = 3 biological replicates for qPCR, statistical analysis was performed using Student’s T test. V, vector control; OE, Bmal1 overexpression. (**G**) Measurement of the changes in ECAR (left) and OCR (right) in Ifn-γ-primed RAW264.7 stable lines after injection with LPS (final concentration 100 ng/mL). The assay medium contained 25 mM glucose and 1 mM pyruvate in minimal DMEM with 2% dialyzed FBS, pH 7.4. N = 5 biological replicates, statistical analysis was performed using two-way ANOVA for control vs Bmal1 OE across the time course. (**H**) Blood glucose levels in 4-month-old WT and M-BKO male mice before and 6 hr after i.p. injection with 10 μg LPS per g body weight. N = 10 mice, statistical analysis was performed using Student’s T test. (**I**) Glycolytic stress test in splenic macrophages isolated from mice in panel (**D**) that were sacrificed 6 hr after LPS injection. ECAR was measured before and after injection with glucose (25 mM). Maximal glycolytic rate was determined by injection of oligomycin (OM, 2 μM). Glycolysis-dependent ECAR was determined by injection of 2-deoxyglucose (2-DG, 50 mM). The assay medium contained minimal DMEM, pH 7.4. N = 10 biological replicates, statistical analysis was performed using two-way ANOVA for WT vs M-BKO across the time course. Data are presented as mean ± S.E.M. *, p<0.05. Experiments were repeated at least twice.

Seahorse extracellular flux analysis showed that LPS injection increased the extracellular acidification rate (ECAR, indicative of lactic acid secretion) and decreased the oxygen consumption rate (OCR) of WT macrophages, as expected from aerobic glycolysis (Figure 2D). The ECAR and OCR were further enhanced and suppressed, respectively, in M-BKO macrophages. Similar results were obtained in thioglycollate-elicited peritoneal macrophages isolated from WT and M-BKO mice (Figure 2—figure supplement 1E). By contrast, stable overexpression of *Bmal1* (Bmal1-OE) in RAW264.7 macrophages resulted in higher OCR and lower ECAR after LPS stimulation, compared to control cells (Figure 2—figure supplement 1F-G). To examine aerobic glycolysis directly, glucose was injected during the extracellular flux assay with or without co-injection of LPS. There was no difference in the basal glycolytic rate between WT and M-BKO macrophages (Figure 2E). LPS increased ECAR in both genotypes and to a greater extent in M-BKO macrophages. The induced ECAR could be blocked by injection of 2-deoxyglucose (2-DG), confirming that the acidification was caused by aerobic glycolysis. Furthermore, an increase in the glycolytic rate was observed in splenic macrophages from M-BKO mice isolated 6 hr after i.p. injection of LPS, which was accompanied by lowered circulating glucose levels, indicative of increased glucose consumption by inflammatory myeloid cells in M-BKO mice when compared to WT animals (Figure 2—figure supplement 1H-I).

To further assess the metabolic state, metabolomics analyses were employed to compare the cellular metabolite levels of WT and M-BKO macrophages 0, 6 and 12 hr after M1 activation (Figure 3A–B and Figure 3—source data 1). As has been reported (Tannahill et al., 2013), M1 activation caused accumulation of glycolytic intermediates (glucose-6-phosphate, fructose-6-phosphate and lactic acid) and depletion of TCA metabolites (e.g. citrate) but accumulation of succinate. Glycolytic metabolites and succinate were significantly higher in M-BKO macrophages than in WT cells. M-BKO cells also showed accumulation of several amino acids and intermediates of the urea cycle (which detoxifies ammonia released from amino-acid deamination) (Figure 3A and Figure 3—source data 1). Consistent with the increased glycolytic metabolites, M1-stimulated glucose uptake and lactate production were higher in M-BKO macrophages than in WT cells (Figure 3C–D). These results suggest that *Bmal1* loss-of-function leads to metabolic dysregulation in M1-stimulated macrophages.

**Figure 3.**
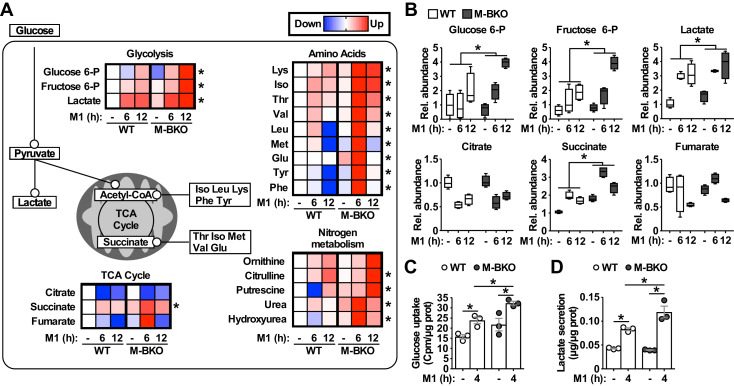
*Bmal1* deletion induces a metabolic shift for glycolytic and amino-acid metabolism. (**A**) Summary of steady-state metabolomics data for differentially regulated metabolites from WT and M-BKO macrophages throughout a 12-hour M1 activation time course. Data are presented as heat maps (normalized to WT control for each metabolite, each panel is the average of four biological replicates). Statistical analysis was performed using two-way ANOVA for WT vs M-BKO across the time course. (**B**) Box plots of the relative abundances of select metabolites in panel (**A**). (**C**, **D**) Uptake of [^3^H]−2-deoxyglucose (C) and lactate secretion (D) in control or M1-activated macrophages. N = 3 biological replicates, statistical analysis was performed using Student’s T test. Cell culture assays were repeated at least twice. Figure 3—source data 1.Metabolomics data for M1-activated WT and M-BKO macrophages.

### Bmal1–Hif-1α crosstalk regulates macrophage energy metabolism

As mentioned earlier, Hif-1α is a primary regulator of glucose metabolism in inflammatory macrophages. The enhanced aerobic glycolysis in M-BKO macrophages prompted us to examine whether Hif-1α activity was aberrantly elevated in these cells. Western blot analyses revealed that M1 activation led to a several-fold induction of Hif-1α protein levels in M-BKO macrophages compared to WT cells (Figure 4A), whereas Bmal1-OE RAW264.7 macrophages showed reduced Hif-1α protein (Figure 4—figure supplement 1A). The expression of Hif-1α targets, such as lactate dehydrogenase A (*Ldha*), *Arg1* and *Il1b*, was enhanced by M-BKO and blocked by myeloid *Hif1a* knockout (M-HKO, Figure 4B). Hif-1α gene expression did not differ between WT and M-BKO cells (Figure 1D). mROS derived from increased succinate oxidation has previously been demonstrated to stabilize Hif-1α protein in inflammatory macrophages (Mills et al., 2016). Metabolite analyses showed accumulation of succinate in M-BKO macrophages, suggesting that elevated mROS may be the cause of the increased Hif-1α protein. In fact, levels of mROS were higher in isolated mitochondria from M-BKO macrophages at 1 hr and 4 hr of M1 activation than in WT macrophages (Figure 4C). The addition of succinate increased mROS production in mitochondria from both WT and M-BKO macrophages. An additional two-fold induction of mROS was detected in mitochondria from 4-hr M1-stimulated M-BKO, but not in those from WT macrophages. Hif-1α protein accumulation could be normalized between genotypes by co-treatment with the antioxidant N-acetylcysteine (N-AC) or the competitive complex II inhibitor dimethylmalonate (DMM), which blocks mROS production (Figure 4D). Furthermore, M1-stimulated glucose uptake, lactate release and aerobic glycolysis were attenuated in myeloid-specific *Bmal1* and *Hif1a* double knockout macrophages (M-BHdKO; Figure 4—figure supplement 1B-D), indicating that the increased glucose utilization in M-BKO was Hif-1α-dependent.

**Figure 4.**
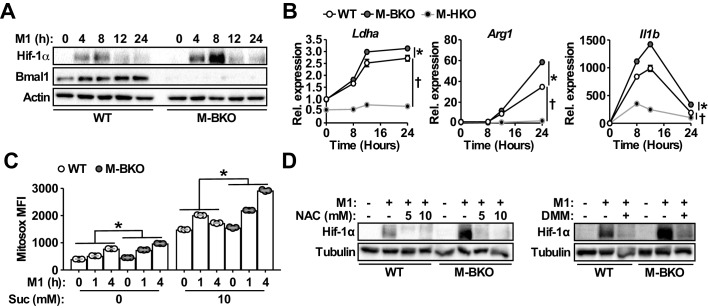
*Bmal1* loss-of-function increases oxidative stress and Hif-1α protein accumulation. (**A**) Immunoblots of Hif-1α and Bmal1 protein levels in WT and M-BKO macrophages during a 24-hr time course of M1 activation. (**B**) Relative expression of Hif-1α target genes in WT, M-BKO and M-HKO macrophages determined by qPCR. N = 3 biological replicates, statistical analysis was performed using two-way ANOVA for WT vs M-BKO or WT vs M-HKO across the time course. (**C**) Measurement of mROS using MitoSox Red (mean fluorescence intensity, MFI) in mitochondria isolated from control or M1-activated macrophages. Succinate (Suc, 10 mM) was included during MitoSox Red staining where indicated. N = 3 biological replicates, statistical analysis was performed using two-way ANOVA for WT vs M-BKO across the time course. (**D**) Hif-1α protein levels in control or 8-hr M1-activated macrophages co-treated with or without N-acetylcysteine (NAC) or 10 mM dimethylmalonate (DMM). Data are presented as mean ± S.E.M. *, p<0.05 for WT vs M-BKO and p<0.05 for WT vs M-HKO. Experiments were repeated at least twice.

**Figure 4—figure supplement 1.**
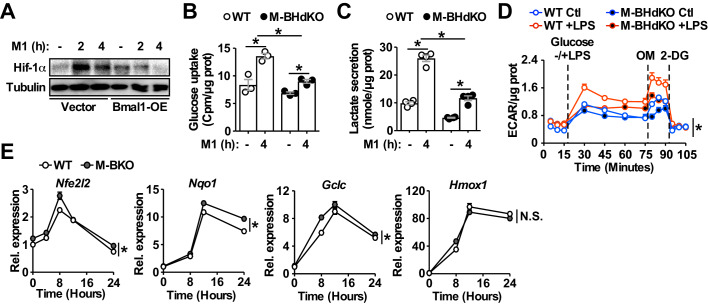
Increased oxidative stress and Hif-1α activity in M1 activated M-BKO macrophages. (**A**) Hif-1α protein levels in M1-activated (primed with 10 ng/mL Ifn-γ and stimulated with 50 ng/mL LPS) control and Bmal1-OE RAW264.7 stable lines. (**B, C**) Uptake of [^3^H]−2-deoxyglucose and lactate secretion in control or M1-activated macrophages. N = 3 biological replicates, statistical analysis was performed using Student’s T test. M-BHdko: myeloid-specific *Bmal1* and *Hif1a* double knockout. (**D**) Glycolytic stress test in Ifn-γ-primed macrophages measuring ECAR following glucose (25 mM) injection without or with LPS (100 ng/mL). Maximal glycolytic rate was determined by injection of oligomycin (OM, 2 μM), and glycolysis-dependent ECAR was determined by injection of 2-deoxyglucose (2-DG, 50 mM). The assay medium contained minimal DMEM with 2% dialyzed FBS, pH 7.4. N = 5 biological replicates. The difference between LPS-treated WT and M-BHdKO macrophages was determined by two-way ANOVA across the time course. (**E**) Expression of Nrf2 target genes determined by qPCR throughout a 24-hr time course following M1 stimulation. N = 3 biological replicates, statistical analysis was performed using two-way ANOVA for WT vs M-BKO across the time course. Data are presented as mean ± S.E.M. *, p<0.05. Experiments were repeated at least twice.

A previous study suggests that *Bmal1* deletion impairs the expression of *Nfe2l2* (which encodes Nrf2) and its downstream antioxidant genes, thereby increasing oxidative stress (Early et al., 2018). However, we found that expression of *Nfe2l2-* and Nrf2-induced oxidative stress responsive genes, such as NAD(P)H quinone dehydrogenase 1 (*Nqo1*; Figure 4—figure supplement 1E), were upregulated in M-BKO macrophages upon M1 stimulation, suggesting that increased mROS associated with M-BKO was the cause rather than the consequence of dysregulated Nrf2 signaling. Collectively, these data indicate that Bmal1 and Hif-1α regulate opposing metabolic programs and that Bmal1-mediated mitochondrial metabolism serves to fine-tune Hif-1α activity by modulating oxidative stress.

### *Bmal1* loss-of-function induces metabolic reprogramming toward amino-acid catabolism

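The comparison uses 12 RNA libraries, 3 cell cultures in each of 4 groups: WT and M-BKO macrophages, each as Ifn-γ primed controls and after 8 h of M1 activation. M-BKO macrophages come from mice in which Lyz2-Cre deletes Bmal1 in myeloid cells, and the WT macrophages from mice with the floxed gene. The paper does not state how many mice gave the cultures of each genotype. The p-values between genotypes therefore measure spread between cultures, and the spread between mice is not known. The deleted gene appears in the table under the symbol Arntl (mm10 chromosome 7, 113207465 to 113314126). Its values in the WT control cultures were 7.71, 7.25 and 7.54 TPM, and 2.31, 1.97 and 2.46 TPM in the M-BKO controls. After M1 they were 5.47, 4.81 and 5.80 TPM in WT and 3.13, 3.39 and 3.03 TPM in M-BKO, so that every M-BKO culture lay below every WT culture of the same treatment. A value per gene counts reads from the whole transcript, parts outside the deletion included. Lyz2, the lysozyme gene that drives the Cre (chromosome 10, 117277541 to 117282272), was at 33007 ± 1475 TPM in WT controls, which is 3.30% of all transcripts, and at 54.9 ± 7.20 TPM in M-BKO controls; the M1 levels were 14993 ± 133 and 64.5 ± 13.4 TPM (n = 3 each). Loss of Bmal1 and of Lyz2 transcripts thus go together in these groups. The M-BKO libraries had 13315 to 13421 genes above 0 (median 13382) as controls and 13535 to 13574 (median 13563) after M1. The M-BKO M1 libraries thus lay above those of every other group in this number, and the cause was not tested. The 4 group means were fitted together; genotypes were compared after M1 and without LPS at an adjusted p under 0.05 with no fold threshold, as in the paper, and the genotype by M1 interaction tested whether the M1 response itself differed.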

To characterize fully metabolic programs that were impacted by *Bmal1* loss of function, we compared RNA-seq data from control and M1-activated WT and M-BKO macrophages. These analyses revealed that the majority of M1-induced or -suppressed genes were regulated in a similar manner in WT and M-BKO macrophages, suggesting that *Bmal1* gene deletion affected specific inflammatory processes (Figure 5—figure supplement 1A and Figure 5—source data 1) and in line with the intact expression pattern of Nfkb1 in M-BKO macrophages (Figure 1D). 

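WT and M-BKO macrophages responded to M1 activation with largely the same genes. Il1b, the gene of interleukin-1β on chromosome 2 (129364580 to 129371120), rose by 9.00 (standard error 0.12, adjusted p = 2.4e-16) on the log2 scale in WT and by 9.37 (standard error 0.12, adjusted p = 1.6e-16) in M-BKO, and the test of the difference gave 0.37 (adjusted p = 0.33, limma). Nfkb1 rose by 1.23 (adjusted p = 3.4e-12) in M-BKO, where its interaction with genotype was -0.014 (standard error 0.062, adjusted p = 0.93). In M-BKO macrophages 1333 genes were called higher and 4582 lower after M1, or 2419 and 2381 after median-ratio scaling. Of the genes called in each genotype, 1241 rose in both and 4124 fell in both, where independent lists of the same lengths would share 172 and 1878. After median-ratio scaling these numbers were 2195 and 2079. Only 2 genes were called in opposite directions, the predicted genes Gm20594 and Gm5643_1, named after their values were seen. A further 1016 genes were called in 1 genotype alone, and of these 37 passed the test of the interaction. Across the 10822 genes the log2 fold changes of both genotypes, which share no library, had a Pearson correlation of 0.982 and a Spearman correlation of 0.972, with a slope of 0.994; genes are not independent replicates, so no p is given. The interaction itself was above 0 in 58 genes and below 0 in 91 at an adjusted p under 0.05 (75 and 74 after scaling). With 1 library left out the numbers were 27 to 78 above 0 and 29 to 133 below, and 9 libraries moved one of them more than 1.5-fold: WT control replicate 2, WT M1 replicates 2 and 3, and all 6 of M-BKO. From the share of genes regulated alike, the paper proposes that loss of Bmal1 affected specific inflammatory processes.

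**Figure D2:**
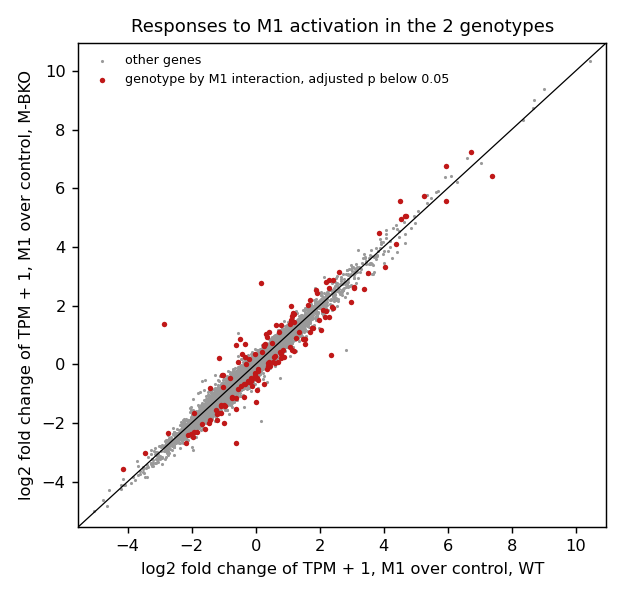
Log2 fold change of TPM + 1, M1 over control, of the 10822 tested genes in WT (x axis) and M-BKO (y axis). Each point is 1 gene, red points are the 149 genes with a genotype by M1 interaction at an adjusted p under 0.05, and the line marks equal changes in both genotypes; most points lie close to it.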

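M1 activation raised most cytokine and chemokine genes in both genotypes, while genes of the stress response were divided. Of 24 tested cytokines and effectors of M1 macrophages, 23 rose and none fell in WT, and the same numbers rose and fell in M-BKO, also when adjusted over the list alone. Ptgs2, an enzyme of prostaglandin synthesis, had the smallest p of the list, with a log2 fold change of 5.27 (standard error 0.055, adjusted p = 1.7e-17) in WT and 5.75 (standard error 0.055, adjusted p = 8.2e-18) in M-BKO from limma. Nos2, which makes nitric oxide, rose by 6.10 in WT (adjusted p = 1.8e-17) and by 6.42 in M-BKO (adjusted p = 1.1e-17). Among 27 chemokines and chemoattractant receptors 18 rose and 6 fell in each genotype, with Ccl4 and Ccl5, which draw in monocytes and T cells, at 5.94 and 5.08 in WT; some mouse chemokine genes lie in clusters of similar copies. Of 26 interferon-stimulated genes 18 rose and 3 fell in WT and 17 rose and 2 fell in M-BKO, numbers that were the same over the list alone. Of 15 genes of the integrated stress response, the pathway that slows translation and induces Atf4 targets, 8 rose and 5 fell in WT and 8 rose and 4 fell in M-BKO. Gdf15, a stress-induced cytokine, rose there by 6.28 (adjusted p = 3.6e-15) and 6.23 (adjusted p = 3.5e-15), while Asns, which makes asparagine, fell by 1.62 and 1.50 on the log2 scale. As sets, the cytokines rose more than other genes in WT (camera, adjusted p = 1.5e-20, and 0.0016 with an estimated correlation), and so did the chemokines (adjusted p = 2.5e-08, and 0.0084 with an estimated correlation). Those of the interferon-stimulated and stress-response genes passed only with the preset correlation: their adjusted p with an estimated correlation were 0.11 and 0.11.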

Gene ontology analyses indicated that the most enriched categories of M1-upregulated genes shared by both genotypes included regulation of apoptosis, response to stress and cytokine production. 

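Genes of dividing cells fell after M1 in both genotypes. Among genes of glucose breakdown more were called higher than lower, and how many were called higher depended on the scaling. Ccna2, a cyclin of S phase and mitosis, had a log2 fold change of -3.62 (standard error 0.077, adjusted p = 2.1e-14) in WT and -3.74 (standard error 0.077, adjusted p = 1.5e-14) in M-BKO from limma, and Top2a, a DNA topoisomerase, one of -3.53 (adjusted p = 3.0e-14) and -3.57 (adjusted p = 2.6e-14). Of 28 genes of the cell cycle and DNA replication, none rose and 26 fell in WT, and 1 rose and 26 fell in M-BKO, the same when adjusted over the list alone; after median-ratio scaling 25 fell in each. The riser in M-BKO was the cyclin Ccne1, with a log2 fold change of 0.86 (adjusted p = 2.6e-08), against -0.48 in WT (adjusted p = 1.3e-05). The fall of the set in M-BKO, 3.0e-05 in camera, had an adjusted p = 0.078 with an estimated correlation, against 0.044 in WT. Of 21 glycolysis genes, 6 rose and 2 fell in WT and 5 rose and 3 fell in M-BKO, or 15 and 2 in WT and 14 and 2 in M-BKO after median-ratio scaling. The rises with the smallest p were those of Pfkfb3, which makes an activator of glycolysis (2.21 in WT, adjusted p = 7.9e-14), and of the glucose transporter Slc2a1 (1.89, adjusted p = 8.5e-14). Pfkm, the muscle form of phosphofructokinase, fell by 1.79 (adjusted p = 1.4e-11), and Aldoc, an aldolase, by 1.43 (adjusted p = 4.4e-11).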

Among the top categories of suppressed genes were the cell cycle, DNA repair and carbohydrate metabolism. In the carbohydrate metabolism category, most TCA cycle enzymes were downregulated by M1 activation (Figure 5A).

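Genes of the TCA cycle fell together in both genotypes. Idh2, the mitochondrial NADP-dependent enzyme (chromosome 7, 80094847 to 80115350), went from 35.7 ± 0.246 to 5.02 ± 0.396 TPM in WT, a log2 fold change of -2.61 (standard error 0.066, adjusted p = 1.1e-13) from limma, and from 44.1 ± 1.55 to 5.99 ± 0.508 TPM in M-BKO, where it was -2.69 (standard error 0.066, adjusted p = 7.4e-14). Idh3g, a subunit of the NAD-dependent enzyme, fell by 1.20 (adjusted p = 8.0e-13) in WT and by 1.37 (adjusted p = 2.0e-13) in M-BKO. Of 21 TCA cycle genes, none rose and 17 fell past the fold of 1.5 in each genotype, also when adjusted over the list alone, and all 21 fell at an adjusted p under 0.05 with no fold threshold. The size of the falls depends on the scaling, since 9 genes passed 1.5-fold in each genotype after median-ratio scaling and 15 under quantile normalization. As a set the genes fell more than others in WT (camera, adjusted p = 2.4e-04, and 0.014 with an estimated correlation). Of 73 nuclear genes of respiratory chain complexes I to V, 2 rose and 31 fell in WT and 1 rose and 35 fell in M-BKO, against 7 up and 4 down in WT and 4 up and 4 down in M-BKO after median-ratio scaling, so no direction of this family stands apart from the scaling. None of the TCA genes had an interaction between genotype and M1, at any adjusted p under 0.05 over all genes or over the list, and 1 did at an unadjusted p under 0.05. Between the genotypes after M1, no TCA gene was called either, and 6 were higher in M-BKO at an unadjusted p under 0.05.

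**Figure D3:**
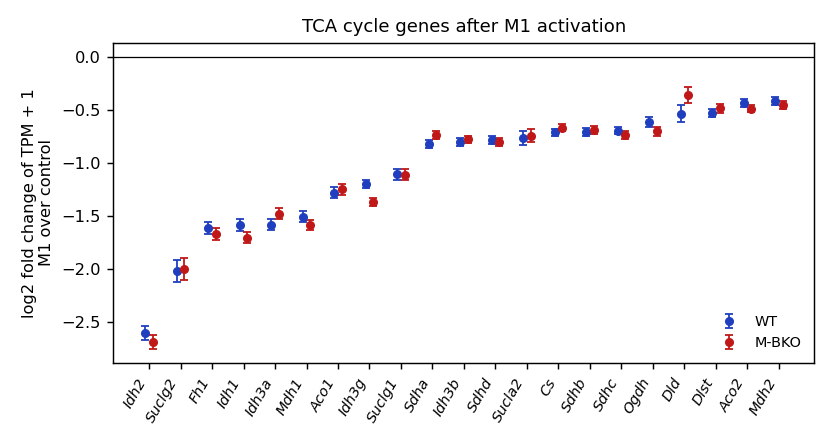
Log2 fold change of TPM + 1, M1 over control, of 21 TCA cycle genes in WT and M-BKO macrophages. Points are estimates from 3 cultures per group and bars their standard errors; every point lies below 0, and that of Idh2 is the lowest in both genotypes.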

**Figure 5.**
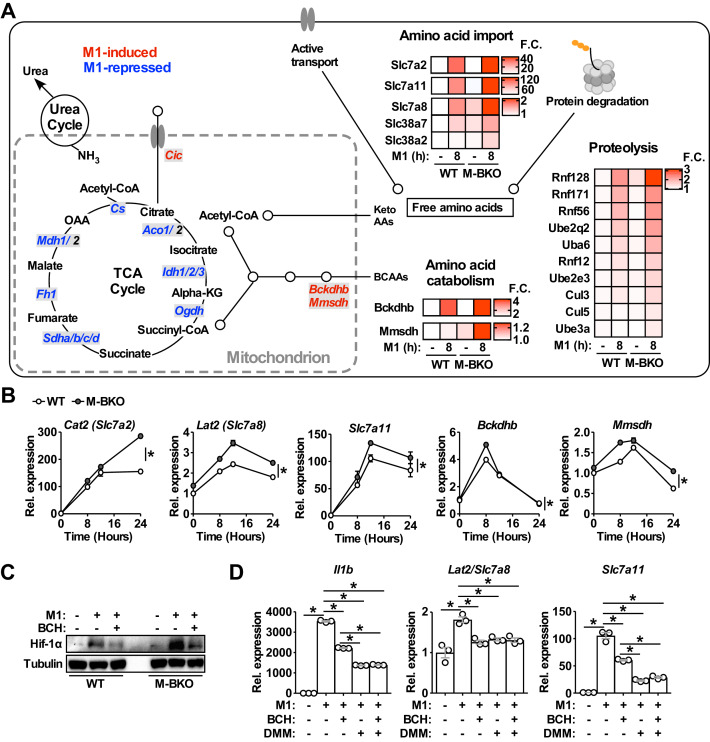
Genes involved in amino-acid uptake and catabolism are upregulated in M-BKO macrophages. (**A**) Schematic representation of M1-regulated genes involved in amino-acid and TCA metabolism determined by RNA-seq. Genes in blue are downregulated whereas genes in red are upregulated by 8 hours M1 activation in both WT and M-BKO macrophages. Genes that are differentially regulated in these two genotypes are displayed in heat maps on the right. F.C., fold change. N = 3 biological replicates. BCAAs, branch chain amino acids; Keto AAs, ketogenic amino acids; Cic, mitochondrial citrate carrier. (**B**) Relative expression of differentially regulated genes identified by RNA-seq and validated by qPCR in a 24-hr time course of M1 activation. N = 3 biological replicates, statistical analysis was performed using two-way ANOVA for WT vs M-BKO across the time course. (**C**) Hif-1α protein levels in control or 6-hr M1-activated macrophages with or without co-treatment of the neutral amino-acid transport inhibitor 2-amino-2-norbornanecarboxylic acid (BCH, 10 mM). (**D**) Gene expression in control or 6-hr M1-activated macrophages with or without co-treatment of 10 mM BCH and/or the complex II inhibitor dimethyl malonate (DMM, 10 mM) determined by qPCR. N = 3 biological replicates, statistical analysis was performed using Student’s T test. Data are presented as mean ± S.E.M. *, p<0.05. Cell culture experiments were repeated at least twice. Figure 5—source data 1.Functional annotation clustering genes commonly and differentially regulated between WT and M-BKO BMDMs by 8 h M1 activation.

**Figure 5—figure supplement 1.**
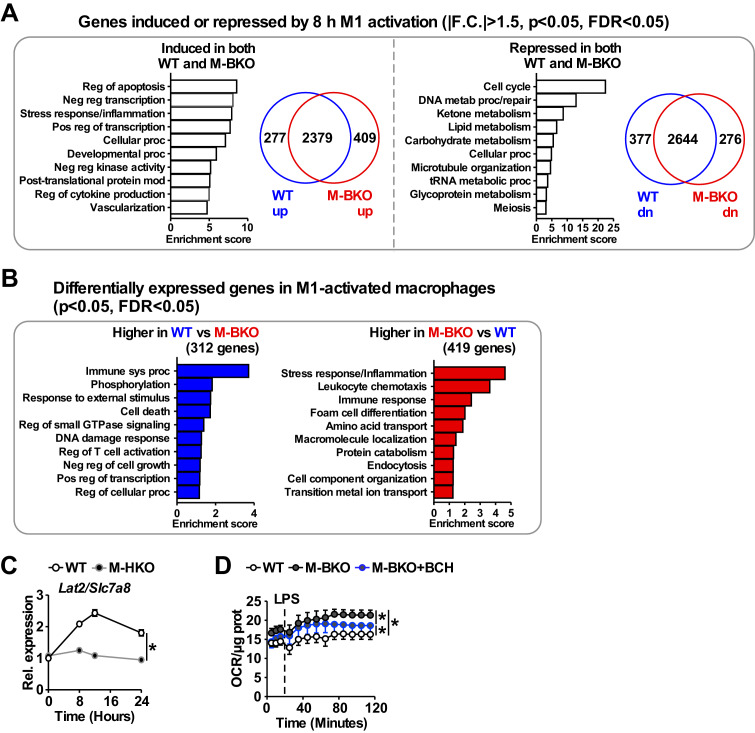
Transcriptome analysis of genes that are regulated by M1 stimulation in WT and M-BKO macrophages. (**A**) Functional annotation clustering by biological process and Venn diagram of genes identified by RNA-seq that are mutually induced (2379 genes, left) or suppressed (2644 genes, right) by 8-h M1 activation in WT and M-BKO macrophages. N = 3 biological replicates. F.C., fold change. (**B**) Enriched biological processes associated with genes that are differentially expressed in M1-activated WT and M-BKO macrophages. (**C**) Relative expression of the neutral amino-acid transporter *Slc7a8* (*Lat2*) in WT and myeloid *Hif1a* knockout (M-HKO) macrophages as determined by qPCR. WT samples were from Figure 5B. N = 3 biological replicates, statistical analysis was performed using two-way ANOVA for WT vs M-HKO across the time course. (**D**) Determination of glutamine utilization by extracellular flux analysis. OCR was measured before and after LPS injection (final concentration 1 μg/mL), and the assay medium contained 5 mM glutamine in minimal DMEM with 2% dialyzed FBS, pH 7.4. N = 5 biological replicates, statistical analysis was performed using two-way ANOVA for WT vs M-BKO and for WT or M-BKO vs M-BKO cells co-treated with the neutral amino-acid transport inhibitor 2-amino-2-norbornanecarboxylic acid (BCH, 10 mM) across the time course. Data are presented as mean ± S.E.M. *, p<0.05. Cell culture experiments were repeated at least twice.

Direct comparison between M1-stimulated WT and M-BKO macrophages identified 419 genes that are more highly expressed in M1-activated M-BKO macrophages (FDR < 0.05, p<0.05, Figure 5—figure supplement 1B and Figure 5—source data 1). 

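Clock genes, lysozyme genes and Erdr1, which was nearly absent in WT, were among the largest differences between the genotypes after M1. Cry1, a repressor of Clock and Bmal1, was at 45.9 ± 2.52 TPM in M-BKO, a log2 difference from WT of 1.46 (standard error 0.066, adjusted p = 8.5e-09) from limma. Mid1, a microtubule-associated ubiquitin ligase, was at 4.20 ± 0.617 TPM in WT and 44.6 ± 1.88 in M-BKO (n = 3 cultures each), at 3.14 (standard error 0.079, adjusted p = 8.9e-12). With predicted genes left out, Erdr1 had the largest rise, 4.45 (standard error 0.14, adjusted p = 2.0e-10), with 0.267, 0.126 and 0 TPM in the WT cultures against 29.4, 25.2 and 17.6. The cyclin Ccne1 was also higher, at 1.61 (standard error 0.069, adjusted p = 5.7e-09). Lyz2 and its near-identical neighbour Lyz1 were lower, with log2 differences of -7.86 and -1.33 (adjusted p = 1.7e-14 and 2.2e-07). Lyz1 can share reads with Lyz2, so its difference may not be a separate one. Nr1d2, a clock repressor on chromosome 14 (18204056 to 18239106), was at 3.30 ± 0.137 TPM against 19.0 ± 1.33 in WT, -2.22 (standard error 0.10, adjusted p = 9.8e-09), and Atp6v0c, a subunit of the lysosomal proton pump with processed copies elsewhere in the genome, was at -1.38 (standard error 0.20, adjusted p = 9.2e-04). Over all 10822 genes, 635 were higher in M-BKO and 265 lower at an adjusted p under 0.05, and 427 and 476 after median-ratio scaling. Single libraries moved these counts: without WT control replicate 3, which adds to the estimate of spread, they were 1267 and 528. They fell to 326 and 170 without WT M1 replicate 2, to 300 and 159 without WT M1 replicate 3, and to 307 and 171, 329 and 146, and 333 and 186 without M-BKO M1 replicates 1, 2 and 3 in turn. Of the 635 genes, 157 were also higher in M-BKO without LPS, where 29.0 would be by chance, and of the 265 genes 47 were also lower, where 2.96 would be. These overlaps depend on the scaling: after median-ratio scaling they were 54 and 73.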

Most-enriched categories included stress and inflammatory responses that contained *Il1b* and other Hif-1α target genes, such as *S100a8*/*S100a9* (Grebhardt et al., 2012). 

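Interleukin-1β and the calprotectin subunits S100a8 and S100a9 are secreted in inflammation. S100a9 (chromosome 3, 90692633 to 90695691) was at 47.1 ± 4.10 TPM in M1-activated WT and 66.4 ± 1.72 in M-BKO (n = 3 cultures each), a log2 difference of 0.49 (standard error 0.070, adjusted p = 8.6e-04) from limma. S100a8, on the same chromosome from 90669071 to 90670034, went from 34.7 ± 7.74 to 49.5 ± 2.28 TPM, or 0.52 (standard error 0.13, adjusted p = 0.023), and lost its call without any of 5 libraries, at adjusted p of 0.053 to 0.087, the highest without M-BKO M1 replicate 2. Il1b was at 2588 ± 58.7 TPM in WT and 3339.8 ± 44.9 in M-BKO, a log2 difference of 0.37 (standard error 0.12, adjusted p = 0.087) that did not pass the test. It did without WT control replicate 1, at an adjusted p of 0.043, and without WT control replicate 3, at 0.0048. It also passed with a pseudocount of 5, under quantile normalization, with the libraries of the M1 groups alone and with the authors' deposited p-values (adjusted over the genes tested here). The authors' own FDR was 5.0e-05. The standard error of Il1b is shared by all 4 groups. It includes the control cultures, at 4.14 ± 1.20 TPM in WT and 4.06 ± 0.708 in M-BKO, whose spread relative to the mean was larger. The main test after M1 therefore depends on the spread of cultures outside the comparison. Of the genes the paper's supplement lists as higher in M-BKO under inflammatory response, 14 of 17 were called higher here, as were 41 of 49 under response to stress. It lists the same 2 terms for genes higher in WT, and of those 10 of 12 and 26 of the 34 tested were called lower in M-BKO. The paper chose these genes on the same libraries, so none of the counts is independent evidence. Without LPS, 6 and 14 of the genes listed for M-BKO were higher as well, or 2 and 8 after median-ratio scaling, and 2 and 6 of those listed for WT were lower, or 4 and 8 after it. Among 22 targets of Hif-1α outside glycolysis, 3 were higher in M-BKO (S100a8, S100a9 and Arg1) and 2 lower (Ndrg1 among them), or 4 and 4 when adjusted over the list alone. This list holds genes that the paper picked from the same libraries, so its counts are not independent evidence either. The call of Arg1, 0.46 with an adjusted p of 0.040, was lost without any of 6 libraries (adjusted p up to 0.15, without WT M1 replicate 3) and with the authors' p-values (their own FDR was 0.14), and that of Ndrg1, -0.33 with an adjusted p of 0.012, without M-BKO M1 replicate 3 (0.051). S100a8 and S100a9 are also markers of neutrophils, of which 4 of 7 were higher in M-BKO after M1, or 3 after median-ratio scaling. Camp, 1 of the 4, at 0.57 (adjusted p = 0.010), lost its call without WT M1 replicate 3 (0.054) and with the authors' p-values.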

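Transporters that bring amino acids into the cell were higher in M-BKO than in WT macrophages after M1, while subunits of the proteasome were not. Slc16a10, which carries aromatic amino acids, had the smallest p of its list, from 33.2 ± 0.237 TPM in WT to 50.1 ± 1.04 in M-BKO (n = 3 cultures each), a log2 difference of 0.58 (standard error 0.044, adjusted p = 3.2e-06) from limma. Of 25 tested amino-acid transporters, 10 were called higher in M-BKO and none lower, and 14 were higher when adjusted over the list alone; after median-ratio scaling 7 were. The set lay above other genes (camera, adjusted p = 1.7e-05, and 0.015 with an estimated correlation). The paper reported amino-acid transport as enriched from the same libraries, so these counts and this test are not independent evidence. None of 32 proteasome subunits was called in either direction, over all genes or over the list alone, and 8 were higher and 0 lower at an unadjusted p under 0.05. Of the 20 genes that the paper's supplement lists under cellular protein catabolic process, 13 were called higher in M-BKO and none lower. All 7 that it lists under amino acid transport were called higher, or 6 after median-ratio scaling and 4 under quantile normalization. These are the transporters Slc7a2, Slc7a8, Slc7a11 and Slc38a2 together with Apba1, Pdpn and Serinc1, so the term is wider than transporters. Adjusted over the list alone all of both lists were higher, which is not independent evidence, because the paper chose these genes from the same cultures.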

Other top enriched pathways were protein catabolism and amino-acid transport. These pathways included genes encoding plasma membrane amino-acid transporters (e.g., *Slc7a2*, *Slc7a8*, *Slc7a11*, *Slc38a2* and *Slc38a7*) as well as ubiquitin-activating, -conjugating and -ligating enzymes that target proteins for proteasomal degradation (e.g., ubiquitin-like modifier-activating enzyme 6 [*Uba6*], ubiquitin conjugating enzymes [*Ube2q2* and *Ube2e3*], ring finger proteins [*Rnf12*, *Rnf56*, *Rnf128*, and *Rnf171]*, cullin 3 [*Cul3*] and *Cul5*, and ubiquitin protein ligase e3a [*Ube3a*]) (Figure 5A–B). 

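The named transporters differed by less than 2-fold. Slc7a11, the cystine transporter that feeds glutathione synthesis (chromosome 3, 50364936 to 50443613), was at 16.9 ± 2.02 TPM in M1-activated WT and 27.0 ± 1.95 in M-BKO (n = 3 cultures each), a log2 difference of 0.65 (standard error 0.093, adjusted p = 8.8e-04) from limma. Slc7a2, which takes up arginine and other cationic amino acids (chromosome 8, 40862367 to 40922070), was at 235 ± 9.56 and 309 ± 7.70 TPM, or 0.40 (standard error 0.045, adjusted p = 1.4e-04). The M1 responses of Slc7a11 and Slc7a2 differed between the genotypes, with interactions of 0.64 (adjusted p = 0.032) and 0.39 (adjusted p = 0.0092); that of Slc7a11 was lost without any of 8 libraries (adjusted p up to 0.085). Slc7a8, which exchanges neutral amino acids, was at 0.35 (standard error 0.040, adjusted p = 1.4e-04), and Slc38a2, a carrier of small neutral amino acids, at 0.29 (standard error 0.052, adjusted p = 0.0042). Slc38a7, a glutamine carrier, was at 0.25 (standard error 0.055, adjusted p = 0.012) and lost its call without WT M1 replicate 3 (adjusted p = 0.064). Of the 10 named ubiquitin genes, 6 were called higher in M-BKO: Rnf128 (0.49, adjusted p = 0.0033), the E2 enzymes Ube2e3 (0.30, adjusted p = 0.0086) and Ube2q2 (0.39, adjusted p = 0.013), Cblb, which the paper names Rnf56 (0.26, adjusted p = 0.0098), March1, which it names Rnf171 (0.27, adjusted p = 0.028), and the E1 enzyme Uba6 (0.39, adjusted p = 0.045). All 10 were higher when adjusted over the list alone, but the paper chose the list on these cultures. Uba6 lost its call without any of 8 libraries (adjusted p up to 0.16, without WT M1 replicate 2), March1 without any of 5 (up to 0.12, without WT M1 replicate 3), Ube2q2 without any of 4 (up to 0.062, without M-BKO M1 replicate 1) and Cblb without M-BKO M1 replicate 1 (0.053). Rlim, which the paper names Rnf12, had a log2 difference of 0.25 (adjusted p = 0.058), Cul3 of 0.27 (0.14), Cul5 of 0.26 (0.12) and Ube3a of 0.30 (0.12); each of these 4 passed with the authors' p-values when adjusted over the genes tested here, and the authors' own FDR was 0.035 for Cul3, 0.014 for Ube3a, 0.055 for Rlim and 0.073 for Cul5. Rlim and Cul3 also passed with the M1 groups alone, and 1 left-out library called Rlim (WT control replicate 2 at 0.046, WT control replicate 3 at 0.0064 or WT M1 replicate 1 at 0.030), Cul3 (WT control replicate 3 or WT M1 replicate 1, at 0.036 and 0.040) and Ube3a (WT M1 replicate 1, at 0.030).

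**Figure D4:**
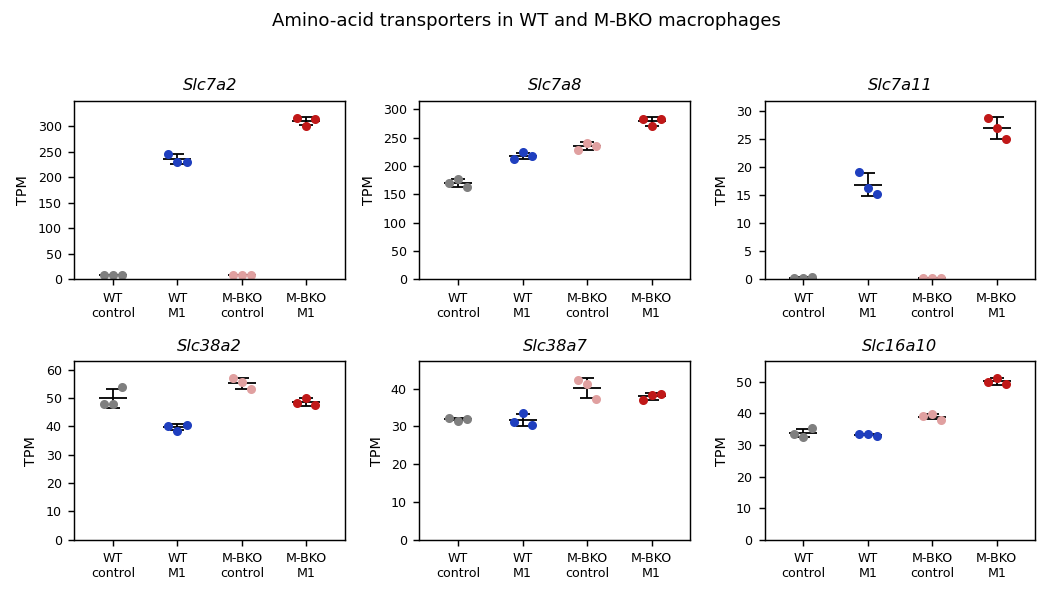
TPM (y axis, from 0) of 6 amino-acid transporters in WT and M-BKO control and M1 cultures. Each point is 1 culture, and the bars show mean ± SD (n = 3); for Slc7a11 the 3 M1 cultures of M-BKO lie at 25.0 to 28.9 TPM, above those of WT at 15.2 to 19.1.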

The expression of enzymes that are involved in the breakdown of branched-chain amino acids was also higher in M1-activated M-BKO cells, including branched-chain keto acid dehydrogenase E1 subunit beta (*Bckdhb*) and methylmalonate semialdehyde dehydrogenase (*Mmsdh*). These results are consistent with the increased amino-acid catabolism that was observed in metabolite assays (Figure 3A). 

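The E1 β subunit of branched-chain keto acid dehydrogenase rose with M1 in both genotypes. Bckdhb (chromosome 9, 83948781 to 84124240) was at 15.1 ± 1.02 TPM in M1-activated WT and 17.4 ± 0.820 in M-BKO (n = 3 cultures each), a log2 difference of 0.19 (standard error 0.085, adjusted p = 0.19) from limma that did not pass the test in any setting. Mmsdh appears in the table as Aldh6a1, its current symbol (chromosome 12, 84430720 to 84450950). It was at 5.47 ± 0.357 TPM in WT and 6.87 ± 1.04 in M-BKO, or 0.28 (standard error 0.10, adjusted p = 0.11), and passed only with the authors' p when adjusted over the genes tested here (the authors' own FDR was 0.094) and without WT control replicate 3 (adjusted p = 0.048). Of 24 tested genes of branched-chain amino-acid breakdown, 1 was higher in M-BKO, also when adjusted over the list alone, none was lower, and 4 were higher and 1 lower at an unadjusted p under 0.05. The gene called was Pccb, a subunit of propionyl-CoA carboxylase, at 0.24 (standard error 0.058, adjusted p = 0.020); it was not called after median-ratio scaling, with the authors' p-values, nor without any of 3 libraries (adjusted p up to 0.075, without M-BKO M1 replicate 2). M1 itself lowered 16 of the 24 in WT and 16 in M-BKO, or 12 in each after scaling, and Bckdhb was the gene of the list that rose, by 1.28 in WT (adjusted p = 3.4e-09) and 1.45 in M-BKO (adjusted p = 8.6e-10). The paper sets the expression of these enzymes beside its metabolite assays (Figure 3A), in which it reports increased amino-acid catabolism. It also measured differentially regulated genes by qPCR over 24 h of M1 (Figure 5B) and lists primers for Bckdhb and Mmsdh. Those assays were not analysed here, and the values above are from 8 h alone.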

Interestingly, certain genes described above, notably *Slc7a8*, appeared to be counter-regulated by Hif-1α, as their induction by M1 stimulation was blunted in M-HKO macrophages (Figure 5—figure supplement 1C).

Slc7a8, also called L-type amino-acid transporter 2 (Lat2), transports neutral amino acids that could be converted to succinate and could potentially contribute to Hif-1α protein stabilization. In line with increased amino acid-metabolism, extracellular flux analysis showed that M-BKO macrophages showed enhanced glutamine utilization compared to WT cells, which was blocked by 2-amino-bicyclo-(2,2,1)-heptane-2-carboxylate (BCH), an L-type amino-acid transporter inhibitor (Christensen et al., 1969; Segawa et al., 1999; Figure 5—figure supplement 1D). BCH decreased and normalized levels of Hif-1α protein between WT and M-BKO macrophages (Figure 5C). In addition, treatment with either BCH or DMM suppressed the expression of *Il1b*, *Slc7a8* and *Slc7a11* induced by M1 stimulation (Figure 5D). The combination of BCH and DMM did not exert a greater effect over that of DMM alone. Thus, amino-acid metabolism is upregulated in response to dysregulated energy metabolism in M-BKO macrophages, which contributes to increased oxidative stress and Hif-1α activation.

### Macrophage *Bmal1* gene deletion promotes an immune-suppressive tumor-associated macrophage phenotype and enhances tumor growth

It has been suggested that myeloid-specific *Bmal1* deletion disrupts diurnal monocyte trafficking, thereby increasing sepsis-induced systemic inflammation and mortality (Nguyen et al., 2013). Our results suggest that the cell-autonomous function of Bmal1 on macrophage metabolism and Hif-1α activation may contribute to the reported phenotype. Hif-1α regulates the polarization of M1 and tumor-associated macrophages, both of which are under energetically challenged conditions. We sought to determine whether Bmal1–Hif-1α crosstalk plays a role in modulating TAM activation through a mechanism similar to that in M1 stimulation. Treatment of macrophages with conditioned medium from primary B16-F10 tumors (T-CM) increased the expression of both *Bmal1* mRNA and Bmal1 protein (Figure 6A). When compared to WT macrophages, M-BKO macrophages showed enhanced mROS production and Hif-1α protein induced by T-CM (Figure 6B–C). Tracking with Hif-1α stabilization, aerobic glycolysis was upregulated by T-CM pretreatment in WT and to a greater extent in M-BKO macrophages (Figure 6D). T-CM elicited an energetic stress gene expression signature resembling that of M1 stimulation, which included upregulation of amino acid metabolism (*Arg1*, *Slc7a8* and *Bckdhb*) and oxidative stress (*Slc7a11* and *Nqo1*) pathways in WT macrophages that were further induced by M-BKO (Figure 6E).

**Figure 6.**
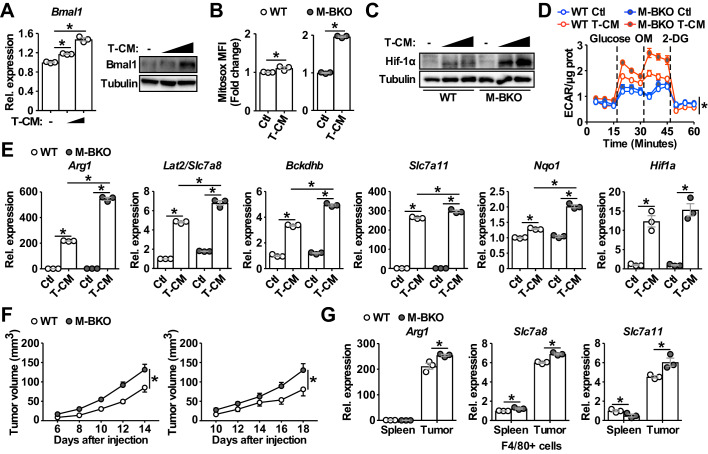
Bmal1 regulates tumor-associated macrophage polarization. (**A**) Bmal1 gene expression (left panel) and protein levels (right panel) in WT macrophages treated with control medium or increasing doses of B16-F10 tumor-conditioned medium (T-CM, diluted 1:3 or 1:1 with control medium) for 8 hr. N = 3 biological replicates for qPCR, statistical analysis was performed using Student’s T test. (**B**) Measurement of mROS using MitoSox Red (mean fluorescent intensity, MFI) in mitochondria from macrophages treated with control medium or T-CM diluted 1:1 with control medium for 1 hr. N = 3 biological replicates, statistical analysis was performed using Student’s T test. (**C**) Hif-1α protein levels in WT and M-BKO macrophages treated with control medium, T-CM diluted 1:1 with control medium, or undiluted T-CM for 4 hr. (**D**) Glycolytic stress test in macrophages pretreated with control medium or T-CM diluted 1:1 with control medium for 4 hr. N = 5 biological replicates. Statistical analysis was performed using two-way ANOVA comparing T-CM-treated M-BKO with WT cells across the time course. (**E**) Relative expression of genes involved in amino-acid metabolism and oxidative stress response in macrophages treated with control medium or T-CM diluted 1:3 with control medium for 8 hr, as determined by qPCR. N = 3 biological replicates, statistical analysis was performed using Student’s T test. (**F**) Tumor volume in male (left) and female (right) WT and M-BKO mice. 300,000 B16-F10 cells were injected subcutaneously into the right flank. N = 18 (male) and 8 (female) mice, statistical analysis was performed using two-way ANOVA for WT vs M-BKO mice across the time course. (**G**) Gene expression for F4/80^+^ cells isolated from B16-F10 tumors or spleens of female mice 14 days after injection. Tissues from six mice per genotype were pooled into three groups for leukocyte isolation. Statistical analysis was performed using Student’s T test. Data are presented as mean ± S.E.M. *, p<0.05. Experiments were repeated at least twice.

**Figure 6—figure supplement 1.**
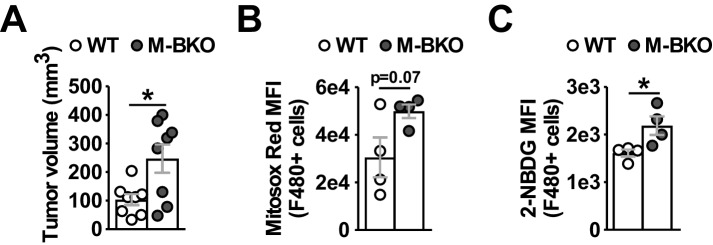
Increased mROS levels and glucose uptake in M-BKO TAMs. (**A**) Tumor volumes of B16-F10 subcutaneous allografts in 3-month-old female WT and M-BKO mice 14 days after tumor cell injection. Each mouse was injected with 500,000 B16-F10 cells in the right and left flanks, and tumors from each mouse were pooled for immune cell isolation and flow cytometry. N = 4 mice, with two tumors per mouse. (**B**, **C**) mROS production and glucose uptake by tumor-associated CD45^+^F4/80^+^ cells determined by flow cytometry (mean fluorescent intensities) of Mitosox Red and 2-NBDG staining, respectively. N = 4. Statistical analysis was performed using Student’s T test. Data are presented as mean ± S.E.M. *, p<0.05.

Subsequently, we employed a mouse model of melanoma through subcutaneous injection of B16-F10 melanoma cells to assess the impact of myeloid *Bmal1* deletion on tumor growth. Tumor volume was increased in both male and female M-BKO mice compared to WT controls (Figure 6F). Furthermore, the expression of *Arg1*, *Slc7a8* and *Slc7a11* was upregulated in F4/80^+^ cells isolated from tumors but not spleens of M-BKO mice compared to WT animals (Figure 6G). Of note, the mRNA levels of *Arg1*, *Slc7a8* and *Slc7a11* were substantially higher in tumor than in splenic F4/80^+^ cells. Flow cytometry analyses of F4/80^+^ cells from primary tumors stained with Mitosox Red and 2-deoxy-2-[(7-nitro-2,1,3-benzoxadiazol-4-yl)amino]-D-glucose (2-NBDG) were employed to assess mROS production and glucose uptake, respectively. M-BKO TAMs exhibited a trend towards increased mROS and significantly higher glucose uptake, compared to WT TAMs (Figure 6—figure supplement 1A-C). These results demonstrate that the metabolic reprogramming observed in T-CM-primed BMDM is shared by TAMs.

To confirm that macrophage Bmal1 modulates tumor growth cell-autonomously and to assess the effect of TAMs on anti-tumor immune response within the same host environment, we co-injected B16-F10 cells with either WT or M-BKO macrophages into the right or left flanks, respectively, of WT mice. Tumor growth rate was substantially higher when the tumor cells were co-injected with M-BKO macrophages than when co-injected with WT cells (Figure 7A). In concert, co-injection with M-BKO macrophages led to a reduction in the CD8^+^ T cell population among tumor-infiltrating CD45^+^ leukocytes, as well as to functionally primed CD8^+^ T and NK cells that expressed Ifn-γ protein following stimulation with phorbol myristate acetate and ionomycin ex vivo (Figure 7B). Similar results were obtained when the co-injections were performed in M-BKO mice (Figure 7—figure supplement 1A, B).

**Figure 7.**
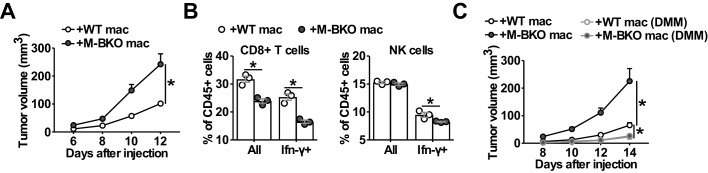
Macrophage Bmal1 modulates the antitumor activity. (**A**) Tumor volume in WT male mice co-injected with 500,000 B16-F10 cells and either 500,000 WT or M-BKO macrophages as indicated. N = 22 mice, statistical analysis was performed using two-way ANOVA to compare WT vs M-BKO macrophage co-injection across the time course. (**B**) Flow cytometric analysis of tumor-infiltrating CD8^+^ T cells (CD45^+^CD3^+^CD8a^+^ cells, left panel) and NK cells (CD45^+^CD3^–^NK1.1^+^ cells, right panel) stimulated ex vivo with phorbol 12-myristate 13-acetate and ionomycin for Ifn-γ co-staining. Tumors represented in panel (**A**) were pooled into three groups prior to isolation of infiltrating leukocytes for flow cytometry. Statistical analysis was performed using Student’s T test. (**C**) Tumor volume in WT male mice co-injected with 500,000 B16-F10 cells and either 500,000 WT or M-BKO macrophages, supplemented without or with dimethylmalonate (DMM, approximately 150 mg/kg body weight per day in mouse diet). N = 8 mice, statistical analysis was performed using two-way ANOVA to compare WT vs M-BKO macrophage co-injection on control diet, or to compare WT macrophage co-injection on the control diet vs WT or M-BKO macrophage co-injection on the DMM-supplemented diet across the time course. Data are presented as mean ± S.E.M. *, p<0.05. Experiments were repeated at least twice.

**Figure 7—figure supplement 1.**
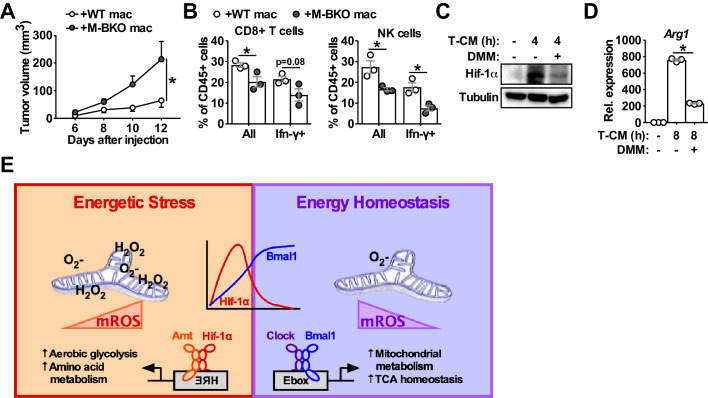
Macrophage Bmal1 regulates tumor growth in a cell-autonomous manner. (**A**) Tumor volume in M-BKO male mice co-injected with 500,000 B16-F10 cells and either 500,000 WT or M-BKO macrophages as indicated. N = 6 mice, statistical analysis was performed using two-way ANOVA to compare WT vs M-BKO macrophage co-injection across the time course. (**B**) Flow cytometric analyses of tumor-infiltrating CD8^+^ T cells (CD45^+^CD3^+^CD8a^+^ cells, left panel) and NK cells (CD45^+^CD3^–^NK1.1^+^ cells, right panel) stimulated ex vivo with phorbol 12-myristate 13-acetate and ionomycin for Ifn-γ co-staining. Tumors that are represented in panel (**A**) were pooled into three groups prior to isolation of infiltrating leukocytes for flow cytometric analyses. Statistical analysis was performed using Student’s T test. Data are presented as mean ± S.E.M. *, p<0.05. (**C**) Hif-1α protein levels in WT macrophages treated with (from left to right) control medium or B16-F10 tumor-conditioned medium (T–CM) diluted 1:1 with control medium without or with co-treatment with 10 mM dimethyl malonate (DMM) for 4 hr. (**D**) *Arg1* gene expression in WT macrophages treated as in panel (**C**) for 8 hr. N = 3 biological replicates. Statistical analysis was performed using Student’s T test. Experiments were repeated at least twice. (**E**) Schematic showing the working model for Bmal1–Hif-1α crosstalk in the regulation of macrophage bioenergetics and effector functions. Both M1 and tumor-associated macrophages share similar energetically stressed states. Bmal1 preserves mitochondrial oxidative metabolism while reducing oxidative stress to modulate Hif-1α activity and support proper effector functions. Deletion of *Bmal1* in the macrophage leads to reliance on glycolytic metabolism and alternative fuel utilization, notably amino-acid metabolism, which further promotes mROS production and Hif-1α protein stabilization. Increased amino-acid utilization by M-BKO macrophages may lead to depletion of amino acids that are critical for lymphocyte activation and cytotoxic function, thereby suppressing anti-tumor immunity in the tumor microenvironment.

We next sought to address the importance of oxidative stress in TAM activation. Similar to M1 macrophages, DMM blocked Hif-1α protein accumulation and attenuated *Arg1* upregulation in T-CM-treated macrophages (Figure 7—figure supplement 1C-D). Administering DMM (~150 mg/kg body/day) at the time of macrophage-tumor cell co-inoculation effectively suppressed melanoma tumor growth and normalized the difference in tumor promoting effects between WT and M-BKO macrophages (Figure 7C). These results reveal a unifying mechanism by which Bmal1 controls macrophage effector functions through bioenergetic regulation, and suggest that targeting oxidative stress may provide a means to modulate the anti-tumor activity of TAMs.

## Discussion

It has been reported that sepsis exerts a long-lasting effect on circadian rhythm alteration in mice (Marpegán et al., 2005; O'Callaghan et al., 2012). In the current study, we show that inflammatory stimulants, including Ifn-γ/LPS and tumor-derived factors, control the expression of the circadian master regulator Bmal1 in the macrophages. Our data further demonstrate that Bmal1 is an integral part of the metabolic regulatory network and modulates macrophage activation, in part through crosstalk with Hif-1α. The Bmal1–Hif-1α regulatory loop regulates the balance between oxidative and glycolytic metabolism in energetically stressed macrophages that have distinct effector functions. *Bmal1* loss-of-function in M1-activated macrophages causes mitochondrial dysfunction, thereby potentiating mROS production and Hif-1α protein stabilization, which probably contributes to the increased sepsis-induced inflammatory damage reported for M-BKO mice (Nguyen et al., 2013). Within the tumor microenvironment, macrophage *Bmal1* gene deletion leads to compromised anti-tumor immunity and accelerated tumor growth in a mouse melanoma model. Therefore, the Bmal1–Hif-1α nexus serves as a metabolic switch that may be targeted to control macrophage effector functions.

Much attention has been focused on how inflammatory stimuli disrupt mitochondrial metabolism as a means to generate signaling molecules, including TCA metabolites and mROS. The analysis of transcriptional modules that are involved in macrophage inflammatory response reveals a coordinated effort in the control of mitochondrial activity. The expression of several regulators of mitochondrial biogenesis (e.g., *Pparg*) is downregulated rapidly after M1 stimulation and rebounds after between 8–12 hr, when *Bmal1* and *Ppard* expression is induced (Figure 1). Several lines of evidence indicate that Bmal1 plays a key role in restoring mitochondrial function and in modulating a Hif-1α-mediated inflammatory response. The expression of transcription factors that are known to control mitochondrial bioenergetics (i.e., Pparγ and Pparδ) is downregulated by M-BKO. Macrophages that are deficient in *Bmal1* are unable to sustain mitochondrial function upon M1 stimulation and fail to recover from suppressed mitochondrial respiration 24 hr following acute LPS treatment. By contrast, Bmal1 gain-of-function in RAW 246.7 macrophages promotes oxidative metabolism. It is interesting to note that the dysregulated mitochondrial respiration phenotype of M-BKO macrophages occurs as early as 2 hr after M1 activation, whereas Bmal1 protein accumulation peaks at 12 hr. This early phase of regulation could be mediated by downstream pathways of the circadian regulatory network. 

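Besides the receptors and repressors of the clock, the M1 response in WT macrophages included basic helix-loop-helix and D-box factors. Bhlhe40, a repressor that competes with Clock and Bmal1 for E-boxes, rose from 7.28 ± 0.691 to 44.3 ± 0.401 TPM (n = 3 cultures each), a log2 fold change of 2.46 (standard error 0.060, adjusted p = 8.6e-14) from limma. Nfil3, which represses D-box genes, rose by 1.85 (standard error 0.050, adjusted p = 2.4e-13). Wee1, a mitotic kinase under clock control, fell by 1.12 (adjusted p = 2.1e-08), and Usp2, a deubiquitinase, by 0.68 (adjusted p = 3.4e-05). The fall of Usp2 was not called after median-ratio scaling (-0.49) or without WT control replicate 3, where the fold fell under 1.5. Of 20 clock genes tested, 10 rose and 2 fell, also when adjusted over the list alone, or 11 and 1 after median-ratio scaling. As a set they rose more than other genes (camera, adjusted p = 2.0e-05, and 0.0084 with an estimated correlation).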

RNA-seq analyses reveal that components of the molecular clock are induced by M1 (Figure 1—figure supplement 1A). Notably, Nr1d1/Nr1d2 have been shown to regulate macrophage inflammatory gene expression negatively (Lam et al., 2013) and promote mitochondrial function in skeletal muscle (Woldt et al., 2013). The induction of *Nr1d2* by M1 was almost completely abolished in M-BKO macrophages (Figure 1D). 

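The fractalkine receptor gene Cx3cr1 (chromosome 9, 120048683 to 120068296) was at less than 1 TPM in every culture after M1. The 3 M1-activated WT cultures had 0.0831, 0.313 and 0.106 TPM and the 3 of M-BKO 0.485, 0.422 and 0.402 TPM. The log2 difference, M-BKO over WT, was 0.30 (standard error 0.11, adjusted p = 0.098) from limma and did not pass the test. It passed with a pseudocount of 0.1, under quantile normalization and with the authors' p, adjusted over the genes tested here; the authors' own log2 difference was 1.31 with an FDR of 0.043. Without LPS the levels were 0.787 ± 0.215 TPM in WT and 8.28 ± 0.650 in M-BKO (n = 3 cultures each).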

In concert, the expression of *Cx3cr1*, a direct target suppressed by Nr1d1/Nr1d2 (Lam et al., 2013), is higher in M1-activated M-BKO macrophages than in WT cells (Figure 5—source data 1). This suppressive effect of Nr1d1/Nr1d2 may dampen the inflammatory damage to mitochondrial function at the initial stage of M1 activation. Another potential mechanism is through enhanced Hif-1α activity by M-BKO, which is evident after 4 hr of M1 activation (Figure 4A). Hif-1α suppresses mitochondrial respiration through multiple mechanisms (Thomas and Ashcroft, 2019). For instance, it regulates the glycolytic program favoring lactate production and controls the expression of Bnip3 to promote mitophagy. M-BKO macrophages exhibit a higher lactate production rate 4 hr after M1 stimulation (Figure 3D) and this phenotype was observed as early as 2 hr after M1 stimulation (data not shown). Bnip3 protein accumulation is also increased, although appreciable amounts of Bnip3 protein could only be detected at 8 hr after M1 treatment (Figure 2—figure supplement 1A). Bmal1 is best known for its role in circadian regulation and has been shown to control rhythmic monocyte recruitment, which plays a key role in the immune response against pathogens and in limiting infection-associated inflammatory damage (Nguyen et al., 2013). Our data suggest that LPS or M1 stimulation could ‘reset the clock’ by inducing/resynchronizing the expression of *Bmal1*. In this context, Bmal1 may regulate energy metabolism to support diurnal monocyte trafficking, and may control the timing of glycolytic to oxidative metabolism transition during M1 activation that dictates the extent of Hif-1α activation and the associated inflammatory response.

Both Bmal1 and Hif-1α belong to the basic helix-loop-helix (bHLH) transcription factor family and have similar domain structures. However, they appear to regulate opposing metabolic programs, with Hif-1α serving as a master regulator of aerobic glycolysis and Bmal1 as a positive regulator of oxidative metabolism (Figure 7—figure supplement 1E). The crosstalk between these two bHLH transcription factors is in part mediated by succinate and SDH/complex II-facilitated mROS production. Succinate is one of the entry points for anerplerosis that attempts to replenish the TCA cycle metabolites that are depleted by disruption of mitochondrial oxidative metabolism. Increased protein or amino-acid catabolism provides a source of anerplerotic reactions. Succinate accumulation and the subsequent oxidation to fumarate, however, generate mROS, which stabilize Hif-1α protein and thus drive aerobic glycolysis. Our data suggest that amino-acid metabolism appears to be down- and upregulated by Bmal1 and Hif-1α, respectively, as demonstrated by the regulation of *Arg1* and *Slc7a8* gene expression. As described above, Hif-1α has also been shown to regulate Bnip3-mediated mitophagy that reduces mitochondrial oxidative capacity (Zhang et al., 2008). Therefore, Bmal1-controlled mitochondrial metabolism provides a break to this feedforward cycle that limits inflammatory damage. In line with this, previous work has demonstrated that myeloid *Bmal1* knockout mice have reduced survival rate upon *L. monocytogenes* infection (Nguyen et al., 2013). These observations indicate a tightly regulated metabolic program in the macrophage that executes effector functions and places Bmal1-regulated mitochondrial metabolism at the center of an orderly and balanced immune response.

Despite being characterized as M2-like, TAMs share several common features with M1-activated macrophages: both function under nutrient-restricted conditions and Hif-1α is required for their activation. Previous studies implicate a glycolytic preference for TAMs in breast, thyroid, and pancreatic cancer (Arts et al., 2016; Liu et al., 2017; Penny et al., 2016). Our data confirm that T-CM treatment enhances glycolysis in the macrophage accompanied by increased Hif-1α protein (Figure 6C, D). *Arg1*, originally defined as an M2 marker, is a *bona fide* target of Hif-1α that is upregulated in TAMs and M1 macrophages. Arg1 is involved in the urea cycle that detoxifies ammonia, and its induction supports the upregulation of amino-acid catabolism. M-BKO macrophages show increased mROS, glycolytic metabolism, Hif-1α stabilization and upregulation of *Arg1* and *Slc7a8* upon treatment with T-CM. Dysregulated amino-acid metabolism has been shown to impact immune cell activation. Arginine depletion impairs lymphocyte function, as arginine is required for effector T cell and NK cell proliferation and maintenance (Geiger et al., 2016; Lamas et al., 2012; Steggerda et al., 2017). Slc7a8 transports neutral amino acids, including branched-chain amino acids that are essential for lymphocyte activation and cytotoxic function (Sinclair et al., 2013; Tsukishiro et al., 2000). Therefore, the increased amino-acid utilization by M-BKO macrophages may contribute to the observed reduction in populations of Ifn-γ-producing CD8^+^ T and NK cells in tumor-infiltrating CD45^+^ leukocytes (Figure 7B and Figure 7—figure supplement 1B). The fact that amino-acid or protein metabolism and oxidative stress genes (*Arg1*, *Slc7a8* and *Slc7a11*) are upregulated in TAMs, compared to splenic macrophages (Figure 6G), supports the notion that energetic stress is also a key determinant of TAM polarization. As a proof-of-principle approach, we show that DMM treatment blocks T-CM induced Hif-1α protein stabilization in vitro and suppresses tumor growth in vivo. Thus, M1 macrophages opt for an inefficient way to produce ATP, whereas TAMs are limited in energy allocations. Both of these processes result in an energetically challenged state in which Bmal1–Hif-1α crosstalk controls the metabolic adaptation that shapes macrophage polarization. Future studies investigating mechanisms that harness this energetic stress may identify means to modulate immune cell functions effectively.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus*)	B6.129S4(CG)-*Arntl^tm1Weit^*/J	The Jackson Laboratory	JAX: 007668	Carry loxp sites flanking exon 8 of the *Bmal1* gene
Strain, strain background (*Mus musculus*)	B6.129-*Hif1a^tm3Rsjo^*/J	The Jackson Laboratory	JAX: 007561	Carry loxp sites flanking exon 2 of the *Hif1a* gene
Strain, strain background (*Mus musculus*)	B6.129P2-*Lyz2^tm1(cre)lfo^*/J	The Jackson Laboratory	JAX: 004781	Myeloid-specific Cre recombinase expression
Antibody	Mouse monoclonal anti-Bmal1 (clone B-1)	Santa Cruz Biotechnology	Cat# sc365645; RRID:AB_10841724	WB (1:1000)
Antibody	Rabbit polyclonal anti-Hif-1α	Novus Biologicals	Cat# NB100-449; RRID:AB_10001045	WB (1:1000)
Antibody	Rabbit monoclonal anti-Bnip3 (clone EPR4034)	Abcam	Cat# ab109362; RRID:AB_10864714	WB (1:1000)
Antibody	Rabbit polyclonal anti-β-tubulin	Cell Signaling Technology	Cat# 2146; RRID:AB_2210545	WB (1:1000)
Antibody	Rabbit monoclonal anti-β-Actin (clone 13E5)	Cell Signaling Technology	Cat# 4970; RRID:AB_2223172	WB (1:1000)
Antibody	Rat monoclonal anti-CD45 (clone 30-F11), PerCP/Cy5.5-conjugated	Biolegend	Cat# 103132; RRID:AB_893340	Flow cytometry (1 μL per test)
Antibody	Armenian hamster monoclonal anti-CD3ε (clone 145–2 C11), PE/Cy7-conjugated	Biolegend	Cat# 100320; RRID:AB_312685	Flow cytometry (2.5 μL per test)
Antibody	Rat monoclonal anti-CD8a (clone 53–6.7), Alexa Fluor 700-conjugated	Biolegend	Cat# 100730; RRID:AB_493703	Flow cytometry (0.5 μL per test)
Antibody	Mouse monoclonal anti-NK1.1 (clone PK136), APC-conjugated	Biolegend	Cat# 108710	Flow cytometry (5 μL per test)
Antibody	Rat monoclonal anti-F4/80 (clone BM8), Alexa Fluor 488-conjugated	Biolegend	Cat# 123120; RRID:AB_893479	Flow cytometry (5 μL per test)
Antibody	Rat monoclonal anti-F4/80 (clone BM8), APC-conjugated	Biolegend	Cat# 123115; RRID:AB_893493	Flow cytometry (2.5 μL per test)
Antibody	Rat monoclonal anti-Ifn-γ (clone XMG1.2), PE-conjugated	ThermoFisher Scientific	Cat# 12-7311-81, RRID:AB_466192	Flow cytometry (1 μL per test)
Peptide, recombinant protein	Recombinant murine interferon-γ	Peprotech	Cat# 315–05	Used 10 ng/mL final concentration
Peptide, recombinant protein	Recombinant murine interleukin-4	Peprotech	Cat# 214–14	Used 10 ng/mL final concentration
Sequence-based reagent	36b4_F	This paper	qPCR primer	AGATGCAGCAGATCCGCAT
Sequence-based reagent	36b4_R	This paper	qPCR primer	GTTCTTGCCCATCAGCACC
Sequence-based reagent	Arg1_F	This paper	qPCR primer	CGTAGACCCTGGGGAACACTAT
Sequence-based reagent	Arg1_R	This paper	qPCR primer	TCCATCACCTTGCCAATCCC
Sequence-based reagent	Bckdhb_F	This paper	qPCR primer	TGGGGCTCTCTACCATTCTCA
Sequence-based reagent	Bckdhb_R	This paper	qPCR primer	GGGGTATTACCACCTTGATCCC
Sequence-based reagent	Bmal1_F	This paper	qPCR primer	AGGATCAAGAATGCAAGGGAGG
Sequence-based reagent	Bmal1_R	This paper	qPCR primer	TGAAACTGTTCATTTTGTCCCGA
Sequence-based reagent	cMyc_F	This paper	qPCR primer	CAGCGACTCTGAAGAAGAGCA
Sequence-based reagent	cMyc_R	This paper	qPCR primer	GACCTCTTGGCAGGGGTTTG
Sequence-based reagent	Cry1_F	This paper	qPCR primer	CACTGGTTCCGAAAGGGACTC
Sequence-based reagent	Cry1_R	This paper	qPCR primer	CTGAAGCAAAAATCGCCACCT
Sequence-based reagent	Gclc_F	This paper	qPCR primer	CATCCTCCAGTTCCTGCACA
Sequence-based reagent	Gclc_R	This paper	qPCR primer	ATGTACTCCACCTCGTCACC
Sequence-based reagent	Hif1a_F	This paper	qPCR primer	GAACGAGAAGAAAAATAGGATGAGT
Sequence-based reagent	Hif1a_R	This paper	qPCR primer	ACTCTTTGCTTCGCCGAGAT
Sequence-based reagent	Hmox1_F	This paper	qPCR primer	CAGAGCCGTCTCGAGCATAG
Sequence-based reagent	Hmox1_R	This paper	qPCR primer	CAAATCCTGGGGCATGCTGT
Sequence-based reagent	Il1b_F	This paper	qPCR primer	AGCTTCAGGCAGGCAGTATC
Sequence-based reagent	Il1b_R	This paper	qPCR primer	AAGGTCCACGGGAAAGACAC
Sequence-based reagent	Ldha_F	This paper	qPCR primer	GCGTCTCCCTGAAGTCTCTT
Sequence-based reagent	Ldha_R	This paper	qPCR primer	GCCCAGGATGTGTAACCTTT
Sequence-based reagent	Mgl2_F	This paper	qPCR primer	ccttgcgtttgtcaaaacatgac
Sequence-based reagent	Mgl2_R	This paper	qPCR primer	ctgaggcttatggaactgaggc
Sequence-based reagent	Mmsdh_F	This paper	qPCR primer	GAGGCCTTCAGGTGGTTGAG
Sequence-based reagent	Mmsdh_R	This paper	qPCR primer	GATAGATGGCATGGTCTCTCCC
Sequence-based reagent	Nfe2l2_F	This paper	qPCR primer	GGTTGCCCACATTCCCAAAC
Sequence-based reagent	Nfe2l2_R	This paper	qPCR primer	GCAAGCGACTCATGGTCATC
Sequence-based reagent	Nfkb1_F	This paper	qPCR primer	CCTGCTTCTGGAGGGTGATG
Sequence-based reagent	Nfkb1_R	This paper	qPCR primer	GCCGCTATATGCAGAGGTGT
Sequence-based reagent	Nqo1_F	This paper	qPCR primer	TCTCTGGCCGATTCAGAGTG
Sequence-based reagent	Nqo1_R	This paper	qPCR primer	TGCTGTAAACCAGTTGAGGTTC
Sequence-based reagent	Nr1d2_F	This paper	qPCR primer	TCATGAGGATGAACAGGAACCG
Sequence-based reagent	Nr1d2_R	This paper	qPCR primer	CGGCCAAATCGAACAGCATC
Sequence-based reagent	Ppard_F	This paper	qPCR primer	CAGCCTCAACATGGAATGTC
Sequence-based reagent	Ppard_R	This paper	qPCR primer	TCCGATCGCACTTCTCATAC
Sequence-based reagent	Pparg_F	This paper	qPCR primer	CAGGAGCCTGTGAGACCAAC
Sequence-based reagent	Pparg_R	This paper	qPCR primer	ACCGCTTCTTTCAAATCTTGTCTG
Sequence-based reagent	Slc7a2_F	This paper	qPCR primer	CCCGGGATGGCTTACTGTTT
Sequence-based reagent	Slc7a2_R	This paper	qPCR primer	AGGCCATCACAGCAGAAATGA
Sequence-based reagent	Slc7a8_F	This paper	qPCR primer	GAACCACCCGGGTTCTGAC
Sequence-based reagent	Slc7a8_R	This paper	qPCR primer	TGATGTTCCCTACAATGATACCACA
Sequence-based reagent	Slc7a11_F	This paper	qPCR primer	ATCTCCCCCAAGGGCATACT
Sequence-based reagent	Slc7a11_R	This paper	qPCR primer	GCATAGGACAGGGCTCCAAA
Sequence-based reagent	Stat3_F	This paper	qPCR primer	TGGCAGTTCTCGTCCAC
Sequence-based reagent	Stat3_R	This paper	qPCR primer	CCAGCCATGTTTTCTTTGC
Sequence-based reagent	Bmal1_F	This paper	Cloning primers	GGCGAATTCGCGGACCAGAGAATGGAC
Sequence-based reagent	Bmal1_R	This paper	Cloning primers	GGGCTCGAGCTACAGCGGCCATGGCAA
Cell line (*Mus musculus*)	RAW264.7 macrophages	ATCC	qPCR primer	TIB-71
Cell line (*Mus musculus*)	B16-F10 melanoma cells	ATCC	qPCR primer	CRL-6475
Recombinant DNA reagent	pBABE-puro retroviral expression vector (plasmid)	Addgene	Plasmid #1764	
Recombinant DNA reagent	pBABE-Bmal1 (plasmid)	This study		For stable overexpression of mouse *Bmal1*
Chemical compound, drug	Lipopolysaccharides from *Escherichia coli* K-235	Sigma-Aldrich	Cat# L2143	Final concentration used varied as indicated
Chemical compound, drug	Dimethyl malonate	Sigma-Aldrich	Cat# 136441; CAS: 108-59-8	Used 10 mM final concentration
Chemical compound, drug	Sodium succinate dibasic	Sigma-Aldrich	Cat# 14160; CAS: 150-90-3	Used 10 mM final concentration
Chemical compound, drug	N-acetyl-L-cysteine	Sigma-Aldrich	Cat# A9165; CAS: 616-91-1	Final concentration used varied as indicated.
Chemical compound, drug	2-deoxy-D-glucose	Sigma-Aldrich	Cat# D8375; CAS: 154-17-6	Used 50 mM final concentration
Chemical compound, drug	Quant-iT ribogreen RNA reagent	ThermoFisher Scientific	Cat# R11491	
Chemical compound, drug	Mitotracker green FM	ThermoFisher Scientific	Cat# M7514 CAS: 201860-17-5	Used 100 nM final concentration
Chemical compound, drug	Mitosox red superoxide indicator	ThermoFisher Scientific	Cat# M36008	Used 5 μM final concentration
Chemical compound, drug	2-NBDG	ThermoFisher Scientific	Cat# N13195	Used 10 μM final concentration
Chemical compound, drug	Fixable viability dye eFluor 455uv	ThermoFisher Scientific	Cat# 65-868-14	Flow cytometry (0.5 μL per test)
Chemical compound, drug	Fixable viability dye eFluor 506	ThermoFisher Scientific	Cat# 65-0866-14	Flow cytometry (0.5 μL per test)
Chemical compound, drug	Oligomycin	Abcam	Cat# ab141829; CAS: 1404-19-9	Used 2 μM final concentration
Chemical compound, drug	Rotenone	Abcam	Cat# ab143145 CAS: 83-79-4	Used 1 μM final concentration
Chemical compound, drug	Antimycin A	Sigma-Aldrich	Cat# A8674; CAS: 1397-94-0	Used 1 μM final concentration
Chemical compound, drug	Carbonyl cyanide-4-(trifluoromethoxy)phenylhydrazone (FCCP)	Santa Cruz Biotechnology	Cat# sc203578 CAS: 370-86-5	Used 0.5 μM final concentration
Chemical compound, drug	Phorbol 12-myristate 13-acetate (PMA)	Sigma-Aldrich	Cat# P8139; CAS: 16561-29-8	Used 20 ng/mL final concentration
Chemical compound, drug	Ionomycin calcium salt from *Streptomyces conglobatus*	Sigma-Aldrich	Cat# I0634; CAS: 56092-82-1	Used 1 μg/mL final concentration
Chemical compound, drug	Brefeldin A	Cell Signaling Technology	Cat# 9972S; CAS: 20350-15-6	Used 10 μg/mL final concentration
Chemical compound, drug	BCA protein assay kit	ThermoFisher Scientific	Cat# 23227	
Chemical compound, drug	Seahorse XF24 FluxPak	Agilent	Cat# 102070–00	
Chemical compound, drug	Foxp3/Transcription factor staining buffer set	ThermoFisher Scientific	Cat# 00-5523-00	
Chemical compound, drug	TruSeq stranded mRNA library prep kit	Illumina	Cat# RS-122–2101	
Chemical compound, drug	Dynabeads sheep anti-rat IgG	ThermoFisher Scientific	Cat # 11035	
Software, algorithm	STRING	von Mering, 2004	https://string-db.org/	
Software, algorithm	DAVID	Huang et al., 2009	https://david-d.ncifcrf.gov/	
Other	Thioglycollate medium	Sigma-Aldrich	Cat# T9032	
Other	Bovine serum albumin, fatty acid free	Gemini Bio-Products	Cat# 700–107P	
Other	Collagen I protein, rat tail	ThermoFisher Scientific	Cat# A1048301	
Other	Collagenase type IV	ThermoFisher Scientific	Cat# 17104019	
Other	Recombinant DNase I, RNase-free	Affymetrix	Cat# 78411	

### Reagents

Lipopolysaccharide (LPS) from *Escherichia coli* strain K-235 (L2143) was from Sigma-Aldrich. Recombinant murine Ifn-γ (315-05) and Il-4 (214–14) were from Peprotech. The ETC complex II inhibitor dimethyl malonate (136441) and the L-type amino acid transport inhibitor 2-amino-2-norbornanecarboxylic acid, or BCH, (A7902) were from Sigma-Aldrich.

### Animals

All animal studies were approved by the Harvard Medical Area Standing Committee on Animal Research. Animals were housed in a pathogen-free barrier facility at the Harvard T.H. Chan School of Public Health. *Bmal1^fl/fl^* (stock # 007668), *Hif1a ^fl/fl^* (stock # 007561), and *Lyz2-Cre* (stock # 004781) mice in the C57BL/6J background were obtained from Jackson laboratories and were originally contributed by Drs Charles Weitz, Dmitriy Lukashev, and Irmgard Foerster, respectively. Floxed mice were crossed with *Lyz2-Cre* mice to generate myeloid-specific *Bmal1* and *Hif1a* knockout mice. Myeloid-specific *Bmal1* knockout mice were crossed with *Hif1a^fl/fl^* mice, and the resulting heterozygotes were crossed to generate myeloid-specific *Bmal1* and *Hif1a* double-knockout mice. The genotypes were validated by both DNA genotyping and mRNA expression. Gender- and age-matched mice of between 8–24 weeks of age were used for experiments. Similar results were obtained from male and female mice.

### Bone marrow-derived macrophage (BMDM) differentiation and cell culture

Macrophages were differentiated from primary mouse bone marrow from the femur and tibia using differentiation medium containing 30% L929-conditioned medium, 10% FBS, and pen-strep solution in low-glucose DMEM in 15-cm Petri dishes. Media were changed every three days, and cells were lifted, counted, and plated in final format in tissue culture plates on days 7–8 of differentiation. For experiments, primary macrophages were maintained in low glucose DMEM containing 10% FBS and pen-strep. For M1 activation, macrophages were primed with 10 ng/mL Ifn-γ for 10–12 hr and subsequently stimulated with 10 ng/mL of *E. coli* LPS at the start of each experiment. Macrophages with Ifn-γ priming but without LPS were used as the control for M1 activation.

### Peritoneal and splenic macrophage isolation and culture

For peritoneal macrophage isolation, mice aged 2–4 months were *i.p.* injected with 3 mL of 3% thioglycollate (Sigma-Aldrich, T9032). After 3 days, mice were euthanized, and peritoneal cells were recovered by lavage. For isolation of splenic macrophages, mice were euthanized and spleens were dissected and mashed in growth medium (high glucose DMEM with 10% FBS) and passed through a 70 μm strainer. Cells were pelleted and resuspended in red blood cell lysis buffer. Monocytes and lymphocytes were recovered using Ficoll-Paque Plus density gradient medium (GE Healthcare Life Sciences, 17144002) according to the manufacturer’s instructions, and suspension cells (lymphocytes) were washed away prior to experiments.

### LPS synchronization of Bmal1 expression

To synchronize *Bmal1* gene and protein expression with LPS (or LPS shock), BMDMs or mouse embryonic fibroblasts (MEFs) were given fresh culture medium with 2% FBS and 100 ng/mL LPS for 1 hr and then given fresh medium with 2% FBS without LPS. *Bmal1* expression was tracked following LPS removal. For M1 or LPS induction of *Bmal1* expression, cells were primed with or without 10 ng/mL Ifn-γ for 10–12 hr in DMEM, 10% FBS and subsequently stimulated with 10 ng/mL of LPS without changing the medium (time zero).

### Cell lines

MEFs were isolated from WT C57/BL6J mouse embryos and immortalized using the 3T3 protocol as previously described (Xu, 2005). For experiments, immortalized MEFs were maintained in growth medium containing high glucose DMEM, 10% FBS. RAW264.7 mouse macrophages (TIB-71) and B16-F10 mouse melanoma cells (CRL-6475) were purchased from ATCC and experiments were conducted using early passages. Mycoplasma contamination was monitored using PCR-based methods. For generation of stable Bmal1-overexpressing RAW264.7 cells, the *Bmal1* coding sequence was cloned from mouse embryonic cDNA (forward primer: 5′ GGCGAATTCGCGGACCAGAGAATGGAC 3′; reverse primer: 5′ GGGCTCGAGCTACAGCGGCCATGGCAA 3′) and subcloned into the pBABE retroviral expression vector (Addgene, 1764). Retroviral vectors were transfected into Phoenix packaging cells, followed by collection of supernatants containing retroviruses. RAW264.7 macrophages were incubated with retroviral supernatants with 4 µg/mL polybrene, and infected cells were selected with 4 µg/mL puromycin. Control cells were transduced with the empty pBABE vector.

### Syngeneic tumor model and tumor measurement

Male and female WT and M-BKO mice aged 10–12 weeks were subcutaneously injected in the right flank with 300,000 B16-F10 mouse melanoma cells. For co-injection experiments, 500,000 B16-F10 cells were mixed with either 500,000 WT or M-BKO BMDMs (differentiation for 6 day) in the right and left flanks, respectively. Tumor dimensions were measured every two days by caliper after all mice had palpable tumors, and tumor volume was calculated as LxWxWx0.52 as previously described (Colegio et al., 2014). For DMM treatment, mice were switched to a soft pellet, high fat diet (Bio-Serv, F3282) so that DMM could be mixed with the diet using a blender. The tumor growth rate was slower on high fat diet (Figure 7C) compared to normal chow (Figure 7A).

### RNA sequencing

RNA-seq was performed on RNA from three biological replicates per treatment. Sequencing and raw data processing were conducted at the Institute of Molecular Biology (IMB) Genomics Core and IMB Bioinformatics Service Core, respectively, at Academia Sinica (Taipei, Taiwan, ROC). In brief, RNA was quantified using the Quant-iT ribogreen RNA reagent (ThermoFisher, R11491), and RNA quality was determined using a Bioanalyzer 2100 (Agilent; RIN > 8, OD 260/280 and OD 260/230 > 1.8). RNA libraries were prepared using the TruSeq Stranded mRNA Library Preparation Kit (Illumina, RS-122–2101). Sequencing was analyzed with an Illumina NextSeq 500 instrument. Raw data were analyzed using the CLC Genomics Workbench. Raw sequencing reads were trimmed by removing adapter sequences, low-quality sequences (Phred quality score of <20) and sequences >25 bp in length. The trimmed reads were then mapped to the mouse genome assembly (mm10) from University of California, Santa Cruz, using the following parameters: mismatches = 2, minimum fraction length = 0.9, minimum fraction similarity = 0.9, and maximum hits per read = 5. Gene expression was determined by the number of transcripts per kilobase million. Functional annotation clustering of differentially regulated genes was done using DAVID (https://david-d.ncifcrf.gov/), and the interaction maps of transcriptional regulators that were induced or repressed by M1 activation that are shown in Figure 1—figure supplement 1A were generated using STRING (https://string-db.org/). Significantly changed genes were determined by p<0.05 and FDR <0.05. Data have been deposited in GEO under the accession number GSE148510.

### qPCR

Relative gene expression was determined by real-time qPCR with SYBR Green. The expression of the ribosomal subunit *36b4* (*Rplp0*) was used as an internal control to normalize expression data. Primer information is described in the 'Key resources table'.

### Western blot

Standard Tris-Glycine SDS-PAGEs were run and transferred to PVDF membranes by wet transfer. Membranes were incubated with primary antibodies in TBST buffer with 1% BSA overnight. ECL signal was imaged using a BioRad ChemiDoc XRS+ imaging system. The antibody for Bmal1 (sc365645) was from Santa Cruz. The antibody for Hif-1α (NB100-449) was from Novus Biologicals. The antibodies for β-tubulin (2146) and β-actin (4970) were from Cell Signaling Technology.

### Extracellular flux analyses

Extracellular flux experiments were done using a Seahorse XF24 analyzer (Agilent) and FluxPaks (Agilent, 100850–001). 200,000 BMDMs, splenic/peritoneal macrophages or RAW264.7 cells were seeded into Seahorse XF24 plates for extracellular flux experiments. Minimal DMEM (pH 7.4) without phenol red and containing energy substrates as indicated was used as the assay medium. 2% dialyzed FBS was added to media for experiments in which LPS was injected during the assay to enhance responsiveness to LPS. Assay measurements were normalized to total protein content.

### Glucose uptake assay

BMDMs were plated at a density of 1 million cells per well in 12-well plates and stimulated as indicated. Cells were then washed with Krebs-Ringer bicarbonate HEPES (KRBH) buffer and then given 400 μL with KRBH buffer loaded with 0.8 μCi/well [^3^H]−2-deoxyglucose (PerkinElmer, NET549A001MC) and 0.5 mM unlabeled 2-deoxyglucose and incubated at 37°C for 30 min. 10 μL of 1.5 mM Cytochalasin B (Cayman Chemical, 11328) was then added to stop glucose uptake. 400 μL of lysate was used to measure levels of [^3^H]−2-deoxyglucose by a scintillation counter, and the remaining lysate was used to measure total protein content for normalization.

### Measurement of lactic acid secretion

Lactic acid was measured in the supernatants of BMDMs using the Biovision Lactate Colorimetric Kit (K627) according to the manufacturer’s protocol. Readings were normalized to total cellular protein content.

### Mitochondrial isolation

Mitochondria were isolated from primary BMDMs by differential centrifugation. In brief, cells were resuspended in 500 μL of ice-cold mitochondrial isolation buffer consisting of 70 mM sucrose, 50 mM Tris, 50 mM KCl, 10 mM EDTA, and 0.2% fatty-acid free BSA (pH 7.2) and then extruded through 29-gauge syringes 20 times. Lysates were spun at 800 g to pellet nuclei, and supernatants were spun at 8000 g to isolate mitochondria. Pelleted mitochondria were washed once more with 500 μL of mitochondria isolation buffer. Total mitochondrial protein content was determined by BCA assay.

### ETC activity assays in isolated mitochondria

The activities of ETC complexes I–IV were measured in isolated mitochondria using colorimetric assays as previously described (Spinazzi et al., 2012) with modifications. In brief, 15 μg of mitochondria were loaded per reaction for complexes III and IV, and 30 and 50 μg were used for complexes II and I, respectively. Complex I activity was determined by the decrease in absorbance at 340 nm corresponding to reduction of ubiquinone by electrons from NADH. Complex II activity was determined by the decrease in absorbance at 600 nm corresponding to reduction of decylubiquinone by electrons from succinate. Complex III activity was determined by the increase in absorbance at 550 nm corresponding to reduction of cytochrome C. Complex IV activity was determined by decrease in absorbance at 550 nm corresponding to oxidation of cytochrome C.

### Flow cytometry

For flow cytometry, BMDMs were seeded into low-attachment plates for the indicated treatments and resuspended by pipetting. Mitochondrial content in BMDMs was determined by flow cytometry of live cells stained with 100 μM Mitotracker Green FM (ThermoFisher, M7514) according to the manufacturer’s instructions.

For flow cytometry of tumor-infiltrating lymphocytes, cells were stimulated ex vivo with 20 ng/mL phorbol 12-myristate 13-acetate (PM), (Sigma-Aldrich, P8139) and 1 μg/mL ionomycin (Sigma-Aldrich, I0634) for 4 hr and co-treated with brefeldin A (Cell Signaling Technology, 9972) to inhibit cytokine release. Cells were stained with the fixable viability dye (eFluor 455uv [ThermoFisher, 65-868-14] or eFluor 506 [ThermoFisher, 65-0866-14]) for 20 min at 4°C in PBS, washed, and incubated with antibodies against the indicated surface antigens for 30 min at 4°C in fluorescence-activated cell sorting (FACS) buffer (2% FBS and 1 mM EDTA in PBS). Cells were then washed twice and fixed with 2% paraformaldehyde for 1 hr at 4°C, and resuspended and stored in FACS buffer prior to downstream analysis. Immediately before flow cytometric analysis, cells were permeabilized for intracellular staining using the Foxp3/Transcription factor staining buffer set (ThermoFisher, 00-5523-00) according to the manufacturer’s instructions. Of viable cells, CD8^+^ T cells were identified as CD45^+^CD3^+^CD8a^+^ cells and NK cells were identified by CD45^+^ CD3^–^ NK1.1^+^ staining. To determine glucose uptake and mROS production by primary TAMs, live cells were stained with either 5 μM Mitosox Red (ThermoFisher, M36008) or 10 μM 2-NBDG (ThermoFisher, N13195) for 20 min in RPMI 1640 medium at 37°C, then washed and resuspended in FACS buffer for flow cytometry. F480^+^ cells were gated from live CD45^+^ cells to measure the mean fluorescent intensities of Mitosox or 2-NBDG. Antibodies for PerCp/Cy5.5-conjugated CD45 (103132), PE/Cy7-conjugated CD3e (100320), Alexa Fluor 700-conjugated CD8a (100730), APC-conjugated NK1.1 (108710) Alexa 488-conjugated F480 (123120) and APC-conjugated F480 (123115) were from Biolegend. The antibody for PE-conjugated Ifn-γ (12-7311-81) was from ThermoFisher Scientific.

To measure ROS production by isolated mitochondria, 15 μg of mitochondria were resuspended in 500 μL mitochondrial isolation buffer containing 5 μM MitoSox Red and 100 μM MitoTracker Green FM with or without 10 mM sodium succinate. Mitochondria were incubated for 20 min at room temperature, washed with isolation buffer, and resuspended for flow cytometry. Mitochondria were identified by side scatter and positive MitoTracker Green staining for measurement of mean MitoSox Red intensity per population.

### Steady-state metabolomics

Untargeted metabolomics analysis using GC-TOF mass spectrometry was conducted by the West Coast Metabolomics Center at UC Davis. In brief, 10 million cells were lifted, pelleted, and washed twice with PBS for each replicate. Cell lysates were homogenized by metal bead beating, and metabolites were extracted using 80% methanol. Following extraction, cell pellets were solubilized using Tris-HCl urea buffer (pH 8.0) containing 1% SDS to measure cellular protein content for each sample. All metabolite readings were normalized to total protein content.

### Collection of tumor-conditioned medium

Mice bearing subcutaneous B16-F10 tumors were sacrificed 20 days after injection with 500,000 cells. Tumors were dissected and weighed. Tumors were minced in growth medium containing 10% dialyzed FBS in high-glucose DMEM (5 mL per gram of tissue) and incubated at 37°C for 2 hr. Conditioned medium was collected and filtered through a 100 μm strainer followed by three spins at 1,000 rpm to pellet and remove residual cells and debris from the medium.

### Isolation of tumor-infiltrating immune cells

Subcutaneous mouse tumors were dissected, weighed, and then placed in six-well plates with growth medium (RPMI, 5% FBS) and minced. Minced tissues were combined into three groups per genotype, spun down in 50 mL conical tubes, and resuspended in 20 mL digestion buffer (0.5 mg/mL collagenase IV, 0.1 mg/mL DNase I in HBSS medium). Tumors were digested at 37°C with gentle shaking for 30 min and vortexed every 10 min. Contents were filtered through a 100 mm mesh, and cells were pelleted and resuspended in 45% percoll in 1X HBSS and 1X PBS. Cells were spun at 2000 rpm at 4°C with a swing bucket rotor for 20 min. The supernatant was aspirated, and the pellet was briefly resuspended in 5 mL ACK buffer to lyse red blood cells. Last, cells were pelleted and resuspended in growth medium for downstream applications.

To isolate F4/80^+^ cells from tumors, tissues were homogenized and processed as above to collect tumor-infiltrating leukocytes. F4/80^+^ cells were then isolated by positive selection using a rat anti-F4/80 antibody (Biolegend, 123120) and sheep anti-rat Dynabeads (ThermoFisher Scientific, 11035) according to the manufacturer’s instructions.

### Statistical analysis

All data are presented as mean ± SEM. GraphPad Prism 7 was used for statistical analyses. Two-tailed Student’s t test was used for comparisons of two parameters. Two-way ANOVA was used for multi-parameter analyses for time course comparisons. Cell-based experiments were performed with 3–5 biological replicates (cell culture replicates). For tumor volume, outliers were determined using a Rout test (p<0.05), and outliers were omitted from downstream experiments.

## Data Availability

Raw RNA-seq data on GEO: accession number GSE148510. All analyzed RNA-seq and metabolite data are included in the manuscript and source data for Figure 3 and Figure. 5. The following dataset was generated: AlexanderRKLeeC2020RNA-sequencing of Wild-type and Bmal1 KO M1 macrophagesNCBI Gene Expression OmnibusGSE148510

## Additional files

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

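RNA was sequenced from bone-marrow-derived macrophages of WT (Bmal1 floxed) and M-BKO (Bmal1 floxed, Lyz2-Cre) mice, all primed with Ifn-γ (10 ng/mL) and either left without LPS or given LPS (10 ng/mL) for 8 h. Each of the 4 groups has 3 cell cultures, 12 libraries in all, and the paper describes its biological replicates as cell culture replicates. The replicate numbers of the labels were checked for pairing across groups. After removal of group means, libraries of the same number correlated at -0.25 to 0.26, and 5 of 12 libraries were closest to one of their own number. No pairing was seen, but with 3 cultures per group the check cannot exclude shared mice or days. The Cre sits in Lyz2 and the paper names it for M-BKO alone, so effects of Bmal1 loss and of the Cre insertion are not separated in these groups.

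The authors made stranded mRNA libraries, trimmed reads and mapped them to mm10 in CLC Genomics Workbench. One deposited table holds the authors' TPM by gene in the 12 libraries, in which every library sums to 1000000. Another, for 14035 genes, holds the authors' fold changes of group averages over the WT control average, with p-values and FDR-adjusted p-values for their comparisons of 2 groups. The paper's methods and statistics text names general tests made in a statistics program for comparisons of 2 groups, and no test, normalization or gene annotation for the RNA-seq comparisons; the supplementary files that could be read name none either. Reads were not analysed here, so trimming and mapping stand as the authors did them. TPM do not hold the number of reads, which is not given in the sources used here. The precision of each value was therefore taken from the spread between the 3 cultures: the SD of a library's residuals from its group means was 0.0777 to 0.142 on the log2 scale.

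Fold changes and p-values were computed in R 4.3.3 with limma 3.58.1 on log2(TPM + 1) for 10822 genes with at least 1 TPM in at least 3 libraries. The fit had 4 group means and 8 residual degrees of freedom, with moderated variances that follow a trend with the mean level. There were 5 comparisons: the M1 response in WT, the M1 response in M-BKO, M-BKO against WT after M1, M-BKO against WT without LPS, and the genotype by M1 interaction, which is the M1 response in M-BKO minus that in WT. All p-values were adjusted by Benjamini-Hochberg within a comparison, and M1 responses were called at an adjusted p under 0.05 with a fold over 1.5, the other comparisons at an adjusted p under 0.05 alone. Both follow the thresholds the paper states. The mm10 coordinates of genes are those of the deposited table.

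The genes named are, for each comparison, the 6 largest rises and 6 largest falls among called genes with at least 5 TPM in the higher group and no overlap between the 3 libraries of each group, leaving out predicted genes; up to 2 called members per direction, by smallest adjusted p, of each gene list described; and the genes the paper names. Of 34 gene lists of pathways and cell types, 27 had at least 5 tested members and were tested as sets with camera (preset correlation of 0.01, and with an estimated correlation) and with fry, which tests whether a list's genes move on balance one way. Some lists cover themes that the paper reported from the same libraries, such as clock genes, TCA cycle genes and amino-acid transporters. Their tests are not independent evidence. Members called when adjusted over the list alone were counted as well. These choices, the comparisons and 26 alternative settings were fixed before the data were examined, and 3 further settings were added after.

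The alternatives vary the pseudocount (0.1 and 5), the minimum level of a gene (none, or 5 TPM in at least 3 libraries), the scaling between libraries (median ratio, or quantile normalization), the variance model, the libraries in the fit (the groups compared alone, or each library left out in turn), the fold threshold and the use of the authors' deposited p-values. The added ones rescale by the constants that turn ratios of mean TPM into the authors' deposited folds, leave out Lyz2 or leave out the 50 most abundant genes from the TPM total. The fit was also tested on simulated data. Of 100 genes changed 1.5-fold, 94 were called in the comparison of M-BKO with WT after M1 and 82 in the interaction. Of 100 changed 2-fold, 99 and 97 were, with 7 and 11 false calls among the unchanged genes of the 10822. In the M1 response of M-BKO, where a call also needs a fold over 1.5, 45 and 99 were called. The changed genes had at least 5 TPM in WT controls. All groups otherwise shared the same mean, and each gene had the same spread in every group. These numbers therefore do not carry over to low genes or to genes whose spread differs between groups. Measurements of the paper other than these RNA-seq libraries were not analysed here. The values of some single genes that the rule for naming selects are not reported here.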

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

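The tests of Lyz2 and of neighbouring genes in this part, the authors' scaling and the 2 ways of recomputing TPM, and the use of scaling and of single libraries as explanations, were chosen only after the results were seen; median-ratio scaling, quantile normalization, leaving out 1 library and the splits of the libraries were planned. By the test of the interaction (limma), the M1 response differed between the genotypes in 149 genes: the change from control to M1 was more upward, or less downward, in M-BKO in 58 and the opposite in 91. None of the gene lists tested as sets passed for the interaction with an estimated correlation (lowest adjusted p = 0.41), and some did with the preset correlation. Of 100 splits of the libraries within the treatments, 5, the real one included, called at least as many genes, and the highest other split called 1339. In the 4 other splits with as many calls all M1 libraries had their genotype exchanged while at most 1 control library did, so the genotype differences of both treatments add up in them: they follow the structure of the samples and are no chance groupings. The remaining splits called at most 45. Whether chance can be excluded is therefore not decided by these splits. With 1 library left out the counts were 27 to 78 and 29 to 133: they were 49 and 54 without WT control replicate 2, 37 and 47 without WT M1 replicate 2, 31 and 42 without WT M1 replicate 3, 30 and 34, 27 and 29, and 35 and 40 without M-BKO control replicates 1 to 3, and 34 and 52, 32 and 41, and 28 and 38 without M-BKO M1 replicates 1 to 3.

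The interactions, as log2 values above 0 where the change from control to M1 was more upward or less downward in M-BKO, were 1.35 (adjusted p = 8.9e-06) for the cyclin Ccne1, 0.81 (adjusted p = 0.0016) for the cytokine Il1a, 0.79 (adjusted p = 0.0039) for Arntl and 1.35 (adjusted p = 7.9e-04) for Lyz2. Below 0 they were -0.69 (adjusted p = 0.0022) for the clock repressor Cry1, -2.08 (adjusted p = 8.9e-06) for Cx3cr1, -0.91 (adjusted p = 5.5e-05) for the integrin Itgb5, -0.95 (adjusted p = 0.0024) for the glycolytic gene Eno1 and -2.05 (adjusted p = 0.0024) for Atp6v0c. Eno1 and Atp6v0c have near-identical copies that can share reads. Arntl is the deleted gene and Lyz2 the one that holds the Cre, so their interactions cannot be told apart from effects of the altered alleles. Among genes the paper names, the values were 0.39 (adjusted p = 0.0092) for Slc7a2, 0.64 (adjusted p = 0.032) for Slc7a11 and -0.31 (adjusted p = 0.035) for Irf8. Irf8 lost its call without any of 9 libraries (adjusted p 0.058 to 0.11, the highest without M-BKO control replicate 2) and after median-ratio scaling, and Slc7a11 without any of 8 (0.053 to 0.085, the highest without M-BKO control replicate 2). In Erdr1, listed at 0 in all 3 WT control libraries and at 2.63, 2.37 and 2.81 TPM in those of M-BKO, the interaction on log2(TPM + 1) was 2.60 (adjusted p = 1.9e-05). In U90926, listed at 0 in all 3 M-BKO control libraries and at 45.5, 46.9 and 45.9 TPM after M1, it was 1.03 (adjusted p = 0.0012); in WT its levels were 0.176, 0 and 0 TPM without LPS and 20.1, 25.7 and 24.3 TPM after M1. In Trpa1, listed at 0 in all 6 WT libraries and at 6.08, 5.06 and 5.09 TPM without LPS and 1.64, 1.69 and 1.59 TPM after M1 in M-BKO, it was -1.27 (adjusted p = 5.5e-05). With a pseudocount of 0.1 the interactions of Erdr1, U90926 and Il1a did not pass.

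The paper reports M-BKO against WT after M1; without LPS the same comparison called 494 genes higher and 121 lower in M-BKO. The direction of this imbalance depends on the scaling: the counts were 141 and 198 after median-ratio scaling and 143 and 210 under the authors' scaling. The real split called 615 genes and the highest other split 2, and 10 splits are too few for a share under 0.05. Clock genes were among the largest differences: Cry1 2.15 (adjusted p = 7.2e-11) and Cry2 1.35 (adjusted p = 2.2e-06) were higher, and Nr1d2 -2.50 (adjusted p = 2.7e-09) and Arntl -1.39 (adjusted p = 1.8e-07) lower. Cx3cr1 was higher at 2.38 (adjusted p = 7.4e-09), Eya1, a developmental phosphatase, at 1.85 (adjusted p = 8.0e-08) and Mid1 at 3.32 (adjusted p = 4.1e-12). The sensory channel gene Trpa1, at 0 in WT, had a difference in log2(TPM + 1) of 2.68 (adjusted p = 6.6e-11). Lyz2 fell to -9.21 (adjusted p = 2.0e-15) and its copy Lyz1, which can share reads with it, to -1.71 (adjusted p = 1.4e-08). The MHC gene H2-T9, of a family of similar copies, was at -0.72 (adjusted p = 0.0049) and Armcx6 at -0.66 (adjusted p = 2.2e-06). H2-T9 did not pass with the groups compared alone (adjusted p = 0.071). Without 1 library the counts lay at 207 to 732 and 71 to 144: they were 274 and 82 without WT control replicate 2, 732 and 144 without WT control replicate 3, and 210 and 71, 207 and 76, and 212 and 74 without M-BKO control replicates 1 to 3. Of 16 cholesterol synthesis genes, 9 were higher in M-BKO without LPS and none lower (13 when adjusted over the list alone). The set had an adjusted p = 0.029 in camera with an estimated correlation. Without M-BKO control replicate 1, 5 were higher. After median-ratio scaling, under the authors' scaling, or with TPM recomputed without Lyz2 or the 50 most abundant genes, 6 were.

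In the comparison without LPS, 80.3% of the called genes were higher in M-BKO. Lyz2 alone holds 3.30% of the TPM of WT controls and almost none in M-BKO, and when TPM were recomputed without Lyz2 the share of higher calls was 56.7%, with 198 genes higher and 151 lower; it was 41.6% after median-ratio scaling. A candidate explanation for much of this imbalance is thus the fixed total of TPM, in which the lost Lyz2 transcripts raise the values of other genes. The genes called under both ways of computing TPM stay open to effects of Bmal1 loss, of the Cre insertion and of any difference between the mice, none of which was tested.

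Without LPS, 13 of 26 interferon-stimulated genes were lower in M-BKO and none was higher (20 lower and 1 higher when adjusted over the list alone), among them Isg15 at -0.38 (adjusted p = 6.2e-05) and Mx1 at -0.38 (adjusted p = 3.1e-04), and the set had an adjusted p = 0.029 with an estimated correlation. Scaling does not account for it: the lowest count under 5 other scalings was 16. Nor does a single library account for it, since the lowest count with 1 library left out was 10, without WT control replicate 2. With the groups compared alone 9 were lower. All these cultures had received Ifn-γ, so the genes were not measured at a basal state. A weaker response of these genes to the Ifn-γ priming in M-BKO macrophages may be kept as a hypothesis, which these libraries cannot test without unprimed cells; the Cre insertion and differences between the mice or cultures were not tested and stay open.

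The 202 genes other than Lyz1 and Lyz2 that differed the same way between the genotypes with and without LPS could in part lie in DNA of another strain around the targeted genes or elsewhere. Of tested genes within 10 Mb of Arntl or Lyz2, 1.34% were among them, against 1.87% of genes elsewhere (one-sided Fisher's exact test, p = 0.77). Both genotypes carry the floxed Bmal1 gene, so DNA that came with it around Arntl should be in both. The Cre in Lyz2 is named for M-BKO alone. The share above takes both windows together, so it cannot decide for that of Lyz2. Of the 202 genes, 52 had another within 1 Mb, against a median of 58 and a highest value of 91 in 10000 random sets of tested genes (permutation test, one-sided, p = 0.78). Neither test shows an excess of neighbours, and neither value lies outside its spread, so the tests exclude no such segments; the set also depends on the scaling, since its 157 higher genes become 54 after median-ratio scaling. Some of the largest differences do lie close together: Eya1 and Trpa1 on chromosome 1 (1.85 and 2.68 without LPS) and Ccne1 and Pop4 on chromosome 7 (1.61 and 0.93 after M1). On chromosome X the predicted gene G530011O06Rik lies within the span of Mid1 (5.11 and 3.14 after M1), so they are not separate neighbours. G530011O06Rik and Pop4 are named after their values were seen. For the set, for these pairs and for single genes such as Erdr1 such segments stay open, as do effects of Bmal1 loss itself.

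For the other comparisons, 1 of 10 splits, the real one, called as many genes: 5835 in the M1 response of WT (highest other split 0), 5915 in that of M-BKO (0) and 900 in M-BKO against WT after M1 (1). These splits are too few for a share under 0.05.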

How the results depend on the processing

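Direction held throughout: none of the 414 results called for single genes reversed under 26 alternatives and 3 added after seeing the data (the authors' scaling, and TPM without Lyz2 or without the 50 most abundant genes). Of them, 259 kept their call in every alternative and 155 lost it in at least 1. Those kept were 207 of 247 for M1 responses, 36 of 132 between the genotypes and 16 of 35 interactions. For the comparisons between the genotypes, an alternative adds a fold threshold, which removes every call under that fold by construction. The M1 calls already carried this threshold in the main fit, and it was not applied to the interactions. The shares kept are therefore not comparable between these kinds of result. Counts of M1 genes moved most with the scaling, the authors' p-values and the fold threshold. Those between the genotypes moved most with the fold threshold, and less with the scaling, the authors' p-values, the groups compared alone and single libraries left out. TPM hold no depth, so it cannot be said which uncalled genes were limited by the number of reads. Where not stated otherwise, the cause was not tested.

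In WT the M1 response was 2462 higher and 2298 lower under median-ratio scaling, 2129 and 2555 under quantile normalization, 2290 and 2631 under the authors' scaling, 2424 and 6888 with no fold threshold, and 2388 higher with the authors' p-values. In M-BKO it was 2419 and 2381, 2148 and 2641, 2320 and 2576, 2290 and 6981, and 2418 and 2877 under the same settings in turn. The shared counts were 2195 and 2079, 1920 and 2320, 2074 and 2316, 2127 and 6592, and 2157 and 2638. Removing a threshold adds genes by construction.

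Between the genotypes after M1, 376 were higher under quantile normalization, 476 lower under median-ratio scaling, 408 lower with the authors' p-values, and 50 higher and 25 lower with a fold over 1.5; leaving out 1 library gave 300 to 1267 and 146 to 528. Without LPS the counts were 141 and 198 under median-ratio scaling, 202 and 202 under quantile normalization, 143 and 210 under the authors' scaling, 217 and 56 with the groups compared alone, where fewer libraries estimate the spread, 161 and 200 with the authors' p-values, and 35 and 14 with a fold over 1.5; 198 were higher without Lyz2 and 190 without the 50 most abundant genes, and 1 left-out library gave 207 to 732 and 71 to 144. Interactions were 89 and 57 under the authors' scaling, 146 below 0 with a pseudocount of 5, 56 below 0 without the 50 most abundant genes, and 27 to 78 and 29 to 133 with 1 library left out. A block for the replicate number gave 591 and 254 after M1, 435 and 116 without LPS and 52 and 82 for the interaction.

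Of the lists, amino-acid transporters higher in M-BKO after M1 numbered 1 with a fold over 1.5, and cholesterol synthesis genes higher without LPS 2 with that fold and 5 to 12 with 1 library left out, the lowest without M-BKO control replicate 1. Interferon-stimulated genes lower without LPS numbered 20 under median-ratio scaling, quantile normalization, the authors' scaling and when adjusted over the list alone, and 1 with a fold over 1.5. TCA genes lower after M1 numbered 9 in each genotype under median-ratio scaling, the authors' scaling and the authors' p-values. Regulators of the paper's Table 1 called induced numbered 243 under median-ratio scaling, 218 under quantile normalization, 234 under the authors' scaling, 251 with the authors' p-values and 244 with no fold threshold. The Pearson correlation of the M1 responses was 0.979 with a pseudocount of 0.1, 0.984 with one of 5, 0.985 with a minimum of 5 TPM, 0.973 from the authors' folds and 0.978 to 0.986 with 1 library left out.

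The authors' p-values and fits of the groups compared alone give no interaction. By fry, amino-acid transporters after M1 moved up on balance (adjusted p = 7.2e-08), as did the cholesterol synthesis genes without LPS (5.6e-05), while the interferon-stimulated genes without LPS (6.5e-04) and the TCA genes in WT (5.0e-13) moved down.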

Differences from the paper's values

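For genes higher after M1 in both genotypes, the paper's value is 2379 and the count here 1241. Of 25 alternatives set before the data were examined, 4 fall within 1.5 times the paper's value: median-ratio scaling (2195), quantile normalization (1920), the authors' deposited p-values over the genes tested here (2157) and no fold threshold (2127), the last not the paper's threshold. The other 21 do not. For genes lower in both, the paper's value is 2644 and the count here 4124; a pseudocount of 5, a minimum of 5 TPM, median-ratio scaling (2079), quantile normalization (2320) and the authors' p-values (2638) fall within that range, and the other 20 of 25 alternatives do not. The authors' scaling, chosen after seeing the values, gives 2074 and 2316; it calls 2262 of the 2778 genes higher and 2620 of the 3208 lower in the authors' own WT comparison and drops the rest. The authors' deposited folds are ratios of mean TPM times a constant per group, relative to WT controls. On the log2 scale the constant is 0.399 for WT M1, -0.077 for M-BKO control and 0.367 for M-BKO M1. The main counts here carry no such constants, and the median log2 fold change in WT was -0.43. Part of the gap thus goes with this difference in scaling. At the paper's thresholds the authors' deposited table itself gives 2459 higher and 2827 lower in both.

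In the regulators of Table 1, the paper's value is 278 induced, of which 143 were called here at the paper's thresholds. Median-ratio scaling (243), quantile normalization (218), the authors' p-values (251) and no fold threshold (244) come within 1.5 times, and the other 21 of 25 alternatives do not; the authors' scaling, chosen after seeing the values, gives 234 and drops the other listed regulators. For genes higher in M-BKO than in WT after M1, the paper's value is 419 and the count here 635. Of 24 alternatives, 18 fall within 1.5 times the paper's value, and 6 do not: a pseudocount of 0.1, the groups compared alone (784), a fold over 1.5 (50), and the fits without WT control replicate 1 (655), without WT control replicate 3 (1267) and without WT M1 replicate 1 (941). The authors' scaling gives 442, a setting chosen after seeing the values that calls 277 of the 416 genes higher in the authors' table and drops the rest.

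Some counts are shown only in Figure 5-figure supplement 1A and were read by eye. Genes higher after M1 in WT alone number about 280 there, as the paper's value, and 159 here; median-ratio scaling, quantile normalization, the authors' p-values, no fold threshold and the fit without WT control replicate 1 come within 1.5 times, and the other 20 of 25 alternatives do not. Genes higher in M-BKO alone number about 410 in the paper's figure and 92 here, and none of the 25 alternatives, at 71 to 261, comes within 1.5 times. Genes lower in M-BKO alone number about 280 in the paper's figure and 458 here; a minimum of 5 TPM, median-ratio scaling, quantile normalization, the authors' p-values and no fold threshold come within 1.5 times, and the other 20 do not. The authors' scaling, chosen after seeing the values, gives 216, 246 and 260 for these counts; what it drops of the paper's own genes is as given above for the WT comparison.

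Several genes that the paper names as higher in M1-activated M-BKO macrophages were not called here. Il1b had a log2 difference of 0.37 (adjusted p = 0.087) and was called with a pseudocount of 5, under quantile normalization, with the groups compared alone, with the authors' p-values (here and below adjusted over the genes tested here) and without WT control replicate 1 or 3. Its standard error in the main fit includes the spread of the control cultures. Rlim, at 0.25 (adjusted p = 0.058), was called with the groups compared alone, the authors' p-values, and without WT control replicate 2 or 3 or WT M1 replicate 1. Cul3, at 0.27 (adjusted p = 0.14), was called with the groups compared alone, the authors' p-values and without WT control replicate 3 or WT M1 replicate 1. Cul5, at 0.26 (adjusted p = 0.12), was called with the authors' p-values, Ube3a, at 0.30 (adjusted p = 0.12), with these and without WT M1 replicate 1, and Aldh6a1, at 0.28 (adjusted p = 0.11), with these and without WT control replicate 3. Bckdhb, at 0.19 (adjusted p = 0.19), was called in none of the alternatives. For some differentially regulated genes the paper also gives qPCR over a time course of M1 (Figure 5B), which was not analysed here. Cx3cr1, at 0.30 (adjusted p = 0.098), was called with a pseudocount of 0.1, under quantile normalization and with the authors' p-values. Ldha and Nqo1, which the paper reports as higher in M-BKO by qPCR over a time course of M1, were not called either, with values given further below. The other named genes of these groups were called: the 5 transporters, 6 of the 10 ubiquitin genes, and S100a8 and S100a9. By qPCR over a time course the paper also reports that M1 induction of Nr1d2 was nearly lost in M-BKO and that Pparg was reduced further there. In the libraries the M1 fold of Nr1d2 was not smaller in M-BKO, though its level stayed below that of WT. Pparg was not called between the genotypes after M1, with values given further below.

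Among the factors the paper names as raised by M1 in WT, Rela, Atf6b, Rxra and Nfe2l2 stayed under a fold of 1.5 here with log2 fold changes of 0.44, 0.43, 0.44 and 0.39. All were called under median-ratio scaling, with the authors' p-values, with no fold threshold and under the authors' scaling, which was chosen after seeing the values, and Rela, Atf6b and Rxra also under quantile normalization. The other regulators that the paper names there, repressed or raised, were called in the direction it states. For Bmal1 itself the paper reports induction by M1 in a qPCR time course. In the WT libraries its gene Arntl was at 7.50 TPM in control and 5.36 TPM in M1 cultures at 8 h and was not called.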

Other observations

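Single genes of iron handling, of scavenger receptors, of cholesterol synthesis, of the antioxidant response and of glycolysis also differed between M-BKO and WT macrophages after M1, while none of these sets passed with an estimated correlation. Of 14 genes of iron handling, 5 were higher in M-BKO and none lower (6 and 1 when adjusted over the list alone), such as Lcn2, which binds bacterial iron carriers, at 0.56 (adjusted p = 5.1e-04) and the mitochondrial iron importer Slc25a37 at 0.37 (adjusted p = 0.0014); the set had an adjusted p = 0.13 with an estimated correlation. Of 18 phagocytosis and scavenger receptors, 8 were higher and 2 lower (9 and 2 over the list alone), with Msr1, which takes up modified lipoproteins, at 0.63 (adjusted p = 1.4e-05), Clec4e at 0.59 (adjusted p = 0.0026) and, below 0, Cd5l at -0.59 (adjusted p = 4.6e-06) (adjusted p = 0.27 with an estimated correlation). Of 16 cholesterol synthesis genes 4 were higher and none lower (5 over the list alone, 2 under quantile normalization), with an adjusted p = 0.27 with an estimated correlation for the set. Of 19 genes of Nrf2 and its targets, 7 were higher and none lower (10 over the list alone, 4 after median-ratio scaling), led by Slc7a11 and Txnrd1 at 0.23 (adjusted p = 0.0027) (adjusted p = 0.050 with an estimated correlation). Of 21 glycolysis genes none was higher and 2 were lower, Eno1 at -0.63 (adjusted p = 9.6e-04) and Pfkp at -0.20 (adjusted p = 0.0044) (4 over the list alone, adjusted p = 0.23 with an estimated correlation).

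A few markers of macrophages and other myeloid cells differed between the genotypes. Of 13 macrophage markers, 4 were higher in M-BKO after M1, such as Csf1r at 0.38 (adjusted p = 2.8e-05), and only Lyz2 was lower. Of 7 monocyte markers 2 were higher, Ly6c2 at 0.45 (adjusted p = 0.0010) and Vcan at 0.27 (adjusted p = 0.019), and Vcan lost its call without any of 4 libraries (adjusted p up to 0.078, without M-BKO M1 replicate 3). Of 6 dendritic cell markers none was higher and 1 was lower, Batf3 at -0.56 (adjusted p = 0.020), lost without any of 5 libraries (adjusted p up to 0.092, without WT M1 replicate 3). Without LPS, 2 of 7 neutrophil markers were higher in M-BKO (6 over the list alone), S100a9 at 0.37 (adjusted p = 0.0076) and Mmp9 at 0.36 (adjusted p = 0.043), and Mmp9 lost its call without any of 10 libraries (adjusted p up to 0.13, without M-BKO control replicate 3). All members counted were at 1 TPM or more in at least 3 of the macrophage libraries.

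Other genes that the paper names, most of them measured there by other assays, had these values in the sequenced cultures at 8 h of M1. Nr1d2 rose in M-BKO by 1.20 (adjusted p = 5.3e-08), from 0.886 ± 0.283 to 3.30 ± 0.137 TPM, and the interaction with genotype was 0.28 (adjusted p = 0.37). Between the genotypes after M1, Nfe2l2 was higher in M-BKO at 0.18 (adjusted p = 0.015) and Stat3 lower at -0.15 (adjusted p = 0.026), with an interaction of -0.20 (adjusted p = 0.093) for Stat3. Nfe2l2 lost its call without any of 3 libraries (adjusted p up to 0.069, without WT M1 replicate 2), after median-ratio scaling and with the authors' p-values, and Stat3 without any of 3 (up to 0.097, without M-BKO M1 replicate 2), with variances without a trend and with the authors' p-values. Hif1a differed by 0.058 (adjusted p = 0.55), Nfkb1 by 0.092 (adjusted p = 0.21), Myc by 0.019 (adjusted p = 0.94), Pparg by 0.13 (adjusted p = 0.38), Ppard by -0.038 (adjusted p = 0.86), Mgl2 by -0.066 (adjusted p = 0.79), Slc25a1, which the paper names Cic, by -0.061 (adjusted p = 0.54), Ldha by -0.063 (adjusted p = 0.23), Nqo1 by -0.017 (adjusted p = 0.97) and Bnip3 by -0.0020 (adjusted p = 0.99), none of which passed. Gclc was higher at 0.33 (adjusted p = 0.018) and Hmox1 at 0.16 (adjusted p = 0.034); Gclc lost its call without any of 4 libraries (adjusted p up to 0.076, without WT M1 replicate 2), and Hmox1 without any of 6 (up to 0.13, without M-BKO M1 replicate 2), after median-ratio scaling and with the authors' p-values (their own FDR was 0.48).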
